# Brd4 binds to active enhancers to control cell identity gene induction in adipogenesis and myogenesis

**DOI:** 10.1038/s41467-017-02403-5

**Published:** 2017-12-20

**Authors:** Ji-Eun Lee, Young-Kwon Park, Sarah Park, Younghoon Jang, Nicholas Waring, Anup Dey, Keiko Ozato, Binbin Lai, Weiqun Peng, Kai Ge

## Abstract

The epigenomic reader Brd4 is an important drug target for cancers. However, its role in cell differentiation and animal development remains largely unclear. Using two conditional knockout mouse strains and derived cells, we demonstrate that Brd4 controls cell identity gene induction and is essential for adipogenesis and myogenesis. Brd4 co-localizes with lineage-determining transcription factors (LDTFs) on active enhancers during differentiation. LDTFs coordinate with H3K4 mono-methyltransferases MLL3/MLL4 (KMT2C/KMT2D) and H3K27 acetyltransferases CBP/p300 to recruit Brd4 to enhancers activated during differentiation. *Brd4* deletion prevents the enrichment of Mediator and RNA polymerase II transcription machinery, but not that of LDTFs, MLL3/MLL4-mediated H3K4me1, and CBP/p300-mediated H3K27ac, on enhancers. Consequently, *Brd4* deletion prevents enhancer RNA production, cell identity gene induction and cell differentiation. Interestingly, Brd4 is dispensable for maintaining cell identity genes in differentiated cells. These findings identify Brd4 as an enhancer epigenomic reader that links active enhancers with cell identity gene induction in differentiation.

## Abstract (web summary)

Despite being an important cancer drug target, the role of epigenetic reader Brd4 in cell differentiation and development remains unclear. Here, the authors provide evidence that Brd4 plays an important role in adipogenesis and myogenesis by binding to active enhancers to regulate gene expression.

## Introduction

Differentiation is controlled by cell-type-specific gene expression, which is under the control of transcriptional enhancers^1^. Enhancers possess recognition motifs for sequence-specific lineage-determining transcription factors (LDTFs), which bind to and activate enhancers^2^. LDTFs recruit epigenomic regulators that remodel the chromatin landscape by adding epigenetic modifications (i.e., methylation, acetylation, etc.) to the histone tails of the associated nucleosomes, after which RNA polymerase II (Pol II) is recruited and transcription of enhancer RNA (eRNA) and nearby genes occurs^2^. Enhancers are enriched with histone H3K4 mono-methylation (H3K4me1), which is mainly deposited by H3K4 methyltransferases MLL3 (KMT2C) and MLL4 (KMT2D)^3^. H3K4me1 precedes the addition of the active enhancer mark H3K27ac by histone acetyltransferases CBP/p300^4,5^. CBP/p300 binding identifies active enhancers that control cell-type-specific gene expression^6^. The acetyl marks on histones act as docking sites for epigenomic readers that have conserved bromodomains^7^.

The epigenomic reader Brd4 is a member of the bromodomain and extra-terminal domain (BET) family of nuclear proteins that also include Brd2 and Brd3^8,9^. Brd4 is enriched on active enhancers and promoters^10,11^. Cooperation between LDTFs and CBP/p300 facilitates Brd4 recruitment to its target promoters and enhancers^11^. Small-molecule competitive BET inhibitors such as JQ1 bind to the acetyl-lysine binding pocket of the BET bromodomains and displaces BET proteins from chromatin^12^. JQ1-mediated inhibition of Brd4 binding leads to the displacement of the Mediator complex and Pol II from enhancers, which in turn reduces eRNA production and associated gene expression^10,13,14^.

Adipogenesis and myogenesis are two model systems that are well suited for studying cell differentiation. In adipogenesis, the induction of early adipogenic transcription factors (TFs), including CCAAT/enhancer binding protein-β (C/EBPβ), in turn induces the expression of two master adipogenic TFs, peroxisome proliferator-activated receptor-γ (PPARγ) and C/EBPα^15,16^. PPARγ and C/EBPα work in cooperation to activate many adipocyte-specific genes. The synchronized nature of adipogenesis in cell culture, wherein the majority of the cells in the confluent population differentiate from preadipocytes to mature adipocytes within 6–8 days, allows for a system conducive to studying gene expression during the process of differentiation^17^. Myogenesis is another model of synchronized cell differentiation. Myogenic differentiation protein (MyoD) and myogenic factor 5 (Myf5) are required for commitment to the muscle differentiation program, while myogenin plays a necessary role in establishing the terminal muscle phenotype^18^.

Brd4 is a prominent drug target for cancers but its role in normal cell differentiation and tissue development is largely unexplored. In this study, we use adipogenesis and myogenesis as model systems to explore the role of Brd4 in differentiation and development. Using tissue-specific *Brd4* KO mice, we provide in vivo evidence that Brd4 is essential for adipogenesis and myogenesis. During adipogenesis, Brd4 preferentially binds to active enhancers and controls the induction of cell-type-specific genes. Furthermore, we determine the sequential actions of LDTFs, enhancer epigenomic writers MLL3/MLL4 and CBP/p300, Brd4, transcription coactivator complex Mediator and general transcription factor TFIID, Pol II, and transcription elongation factor p-TEFb in enhancer activation and cell identity gene induction during differentiation. We further show that unlike its critical role in cell differentiation, Brd4 is largely dispensable for the maintenance of cell identity gene expression in differentiated cells.

## Results

### Brd4 is required for adipose tissue and muscle development

Two independently developed *Brd4* conditional knockout (KO) mouse strains, *Brd4* ^f/f^ and *Brd4* ^f/f #2^, were used in this study. In the *Brd4* ^f/f^ strain, the exon 3 was flanked by two loxP sites (Fig. 1a), while in the *Brd4* ^f/f #2^ strain, the exon 5 was floxed (Supplementary Fig 1a). To study the role of Brd4 in adipose tissue and muscle development, we crossed *Brd4* ^f/f^ with *Myf5-Cre* mice to delete *Brd4* gene in progenitor cells of brown adipose tissue (BAT) and muscle lineages^19,20^. The resulting *Brd4* ^f/f^;*Myf5-Cre* mice survived until birth. E18.5 *Brd4* ^f/f^;*Myf5-Cre* embryos were obtained at the expected Mendelian ratio but were unable to breathe and died immediately (Fig. 1b). They showed an abnormal hunched posture due to severe reduction of back muscles (Fig. 1c). Immunohistochemical analysis of cervical regions of E18.5 embryos revealed that the deletion of *Brd4* leads to severe reduction of BAT and muscle mass, indicating that Brd4 is essential for BAT and muscle development (Fig. 1d).

**Fig. 1:**
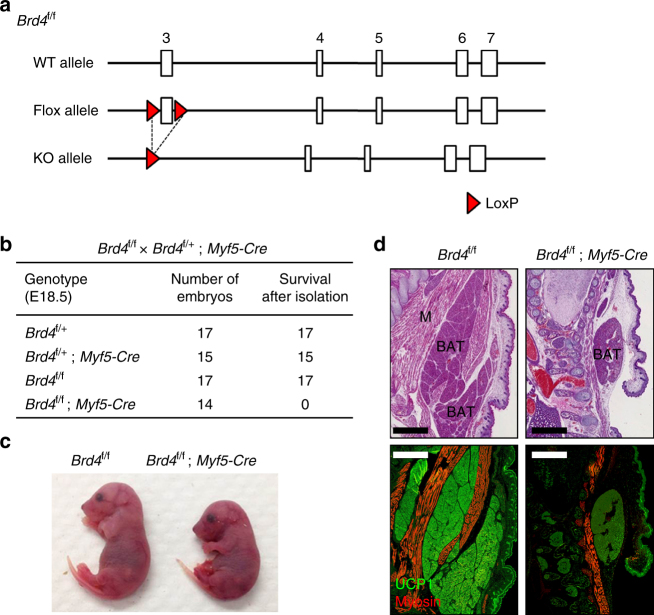
Brd4 is required for the development of brown adipose tissue and muscle. *Brd4* ^f/f^ mice were crossed with *Myf5-Cre* mice. **a** Schematics of wild-type (WT) allele, conditional KO (flox) allele, and KO allele of *Brd4* ^f/f^ mice. In the flox allele, exon 3 was flanked by two loxP sites. **b** Genotype of progeny from crossing between *Brd4* ^f/+^;*Myf5-Cre* and *Brd4* ^f/f^ mice at E18.5. *Brd4* ^f/f^;*Myf5-Cre* mice survived at E18.5 but died within minutes after cesarean section due to muscle defects around rib cage. Similar phenotypes were observed in 14 *Brd4* ^f/f^;*Myf5-Cre* mice. **c** Representative morphology of E18.5 embryos. **d** Histological analysis of E18.5 embryos. Sagittal sections of cervical/thoracic area were stained with H&E (upper panels) or with antibodies against the brown adipose tissue (BAT) marker UCP1 (green) and the muscle (M) marker myosin (red) (lower panels). Scale bars = 80 μm

### Brd4 controls cell identity gene induction

To investigate how Brd4 regulates adipose tissue development, we isolated primary *Brd4* ^f/f^ preadipocytes from BAT. After immortalization, cells were infected with adenoviruses expressing green fluorescent protein (GFP) or Cre (Fig. 2a, b and Supplementary Fig 2). Deletion of *Brd4* by Cre did not affect the growth rate of SV40T-immortalized brown preadipocytes (Fig. 2c), but prevented adipogenesis and the induction of adipocyte marker genes such as *Pparg, Cebpa*, and *Fabp4* (Fig. 2d, e). We confirmed the essential role of Brd4 in adipogenesis in an independent brown preadipocyte cell line derived from *Brd4* ^f/f #2^ mice (Supplementary Fig 1b–d). Consistent with the phenotypes observed in both *Brd4* knockout cell lines, knockdown of *Brd4* in 3T3-L1 white preadipocytes impaired adipogenesis (Supplementary Fig 3). Knockdown of *Brd4* in C2C12 myoblast inhibited myogenesis and myocyte gene expression (Supplementary Fig 4a–d).

**Fig. 2:**
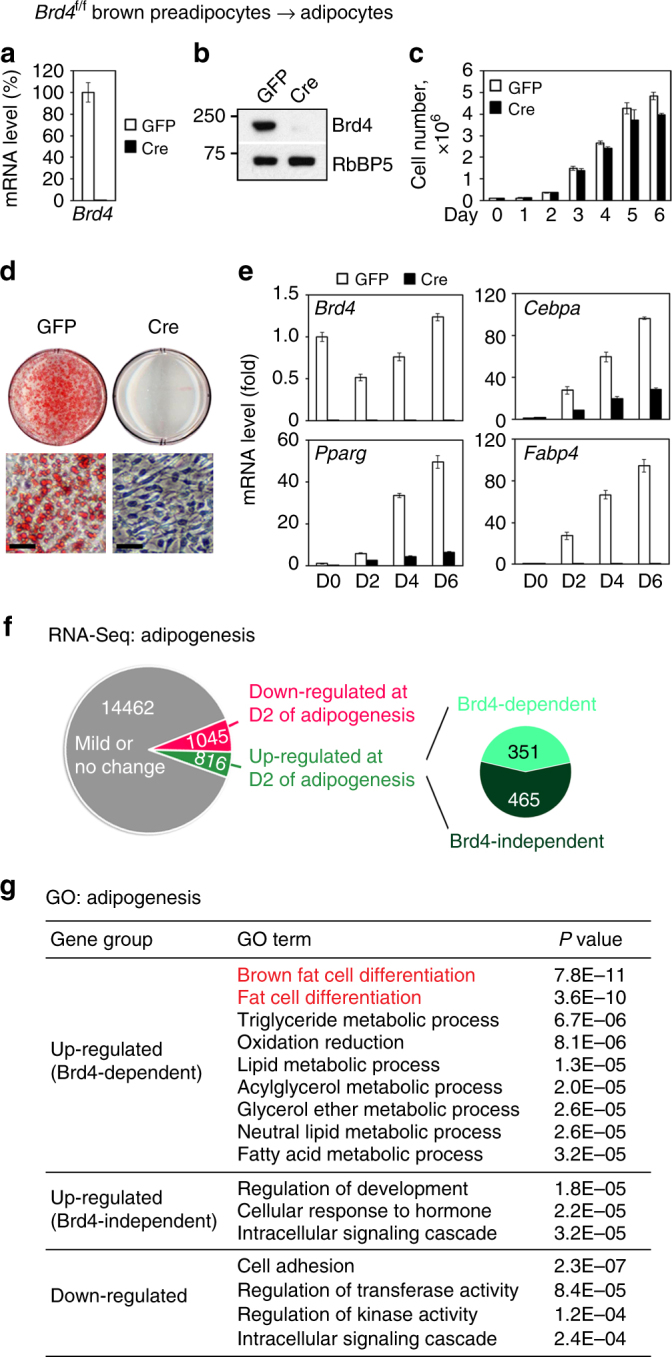
Brd4 controls cell identity gene induction during adipogenesis. **a**–**e** Brd4 is required for adipogenesis of brown preadipocytes. SV40T-immortalized *Brd4* ^f/f^ brown preadipocytes were infected with adenoviral GFP or Cre, followed by adipogenesis assay. **a** qRT-PCR confirmation of *Brd4* deletion in preadipocytes. **b** Deletion of Brd4 was confirmed by western blot analysis. RbBP5 was used as a loading control. **c** Deletion of *Brd4* has little effect on the growth of immortalized preadipocytes. **d** Oil red O staining at D6 of adipogenesis. Upper panels, stained dishes; lower panels, representative fields under microscope. Scale bars = 15 μm. **e** qRT-PCR of *Brd4*, *Pparg*, *Cebpa*, and *Fabp4* expression at indicated time points during adipogenesis. D0/2/4/6, day 0/2/4/6. The data are presented as means ± SD. Three technical replicates from a single experiment were used. **f**, **g** Brd4 is required for induction of cell identity genes during adipogenesis. Cells were collected before (D0) and during (D2) adipogenesis for RNA-Seq. (f) Schematic of identification of Brd4-dependent and -independent up-regulated genes during adipogenesis. The cutoff for up- or down-regulation is 2.5-fold. The cutoff for Brd4 dependency is 2.5-fold. **g** Gene ontology (GO) analysis of gene groups defined in **f**

To find out how Brd4 regulates gene expression during adipogenesis, we performed RNA-Seq analyses before (day 0, D0) and during (D2) adipogenesis of *Brd4* ^f/f^ preadipocytes infected with adenoviral GFP or Cre. 

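The cells were SV40T-immortalized brown preadipocytes carrying floxed Brd4 alleles, and infection with adenoviral GFP or Cre gave the WT and KO cultures. Brd4 itself was at 31.3 RPKM in WT and 36.8 RPKM in KO cells at D0 (ratio 1.17, 95% interval 1.11–1.25), and the ratio at D2 was 1.12 (1.06–1.18). Cre removes exon 3 only, and these values cover the whole transcript, so they do not measure the deletion. The paper shows the deletion by qRT-PCR and western blot (Fig. 2a, b). It adds that a truncated protein is presumably still made at low levels in KO cells (Supplementary Fig. 2).

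Bead-captured mRNA was sequenced without strand information on an Illumina HiSeq instrument, 1 library for each genotype at D0 and D2. There was no replicate, hence no p-value, and each comparison is of those libraries, not of the conditions. For each of 29082 RefSeq transcripts the authors deposited a read count and RPKM (reads scaled by transcript length and by the library's read total). The read totals behind the RPKM values, recovered from the tables, were 10744607 (WT, D0), 12772285 (KO, D0), 13910637 (WT, D2) and 10639432 (KO, D2).

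The transcript with most reads stood for each of 23109 genes. A gene was kept if it reached 1 RPKM in any of the 4 libraries, and 0.1 RPKM was added before taking log2 ratios. The paper's text gives the 2.5-fold cutoffs but neither a filter nor an added constant, nor the pair of values that makes up the dependency ratio. Here a gene at least 2.5-fold higher in WT at D2 than at D0 was called Brd4-dependent if WT was at least 2.5-fold above KO at D2. Intervals are exact (Clopper-Pearson) and cover counting error only, because reads carried no molecular identifiers. In data simulated at the depth of the D2 libraries, the cutoff caught 65 of 67 genes set 4-fold apart, 0 of 67 set 2-fold apart, and 109 of 12223 genes with no difference (0.892%).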

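In WT cells, genes that take up and store fat stood far above their starting levels at D2. *Fabp4*, which carries fatty acids inside the cell, was at 29.2 RPKM at D0 and 1271 RPKM at D2 (43.6-fold, 95% interval 37.9–50.3). *Lpl*, which frees fatty acids from lipoproteins, was 33.6-fold higher (31.1–36.4), and *Cidec*, which enlarges lipid droplets, 56.7-fold higher (34.8–99.6). The adipocyte transcription factor genes *Cebpa* and *Pparg* were 30.3-fold (25.2–36.6) and 8.36-fold (6.04–11.9) higher. Genes of the fibroblast-like starting cell went the other way: *Acta2*, smooth muscle actin, stood at 569.8 RPKM at D0 and 94.7 RPKM at D2 (6.02-fold lower, 5.75–6.29), and *Thy1*, a surface protein of mesenchymal cells, was 17.8-fold lower (10.3–33.1).

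Gene lists written before the values were seen followed the same division. Of 20 measured genes of fatty acid uptake, triglyceride synthesis and the lipid droplet, 17 were at least 2.5-fold higher and 0 lower, with a median log2 change of 2.69, above all 10000 random lists of like size and expression. All 6 measured lipolysis genes were higher (median 3.88), among them the lipase genes *Lipe* (18.0-fold) and *Pnpla2* (12.5-fold). Higher too were 10 of 20 adipogenic transcription factors (median 1.37), 6 of 11 adipokines (1.60), 6 of 15 brown fat genes (1.00) and 15 of 22 genes that respond to glucocorticoid or cyclic AMP (2.17), such as *Zbtb16* (48.8-fold, 31.1–81.3). On the other side, 9 of 25 preadipocyte and matrix genes (median −1.07), 4 of 6 smooth muscle markers (−2.47) and 6 of 17 interferon response genes (−0.94) were at least 2.5-fold lower. Furthest below D0 stood *Ankrd1*, a muscle stress gene (43.9-fold, 22.8–96.9), *Msln*, mesothelin (39.8-fold), and *Il1rl1*, a cytokine receptor (33.3-fold). None of 30 cell cycle genes passed the cutoff either way, nor did any of 14 genes used by every cell.

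In all, 12547 genes reached 1 RPKM, of which 632 (5.04%) were at least 2.5-fold higher at D2, 761 (6.07%) at least 2.5-fold lower and 11154 neither. The counts rest on the constant added to RPKM: with 1 in place of 0.1, 364 were higher and 386 lower.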

Using a 2.5-fold cutoff for differential expression, we defined up-regulated (816/16,323), down-regulated (1045/16,323), and unchanged (14,462/16,323) genes from D0 to D2 of differentiation (Fig. 2f). 

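Among the genes far below WT in KO cells at D2, *G0s2*, which restrains fat breakdown, was at 204.3 RPKM in WT and 0.446 RPKM in KO cells (458-fold lower, 95% interval 179–1683), and *Adipoq*, which encodes adiponectin, at 160.6 and 1.45 RPKM (110.8-fold lower, 70.8–184.3). *Igf2*, an insulin-like growth factor, was 182.5-fold lower, and *Igfbp5*, which binds such factors, 110.1-fold lower (79.1–158). *Alx1*, a homeobox gene, had 618 reads in WT and none in KO cells (at least 157.6-fold lower), and like *Igfbp5* it was already lower at D0. Above WT in KO cells stood *Hgf*, hepatocyte growth factor (21.5-fold, 12.3–41.1), and the neuronal genes *Kif5c* (18.4-fold) and *Nptx1* (17.6-fold).

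Of the 632 genes at least 2.5-fold higher at D2 in WT cells, 260 (41.1%) were Brd4-dependent and 372 were not. If being higher at D2 and being lower in KO cells were unrelated, 44.6 genes would have met both, and simulated libraries with induction but no effect of genotype gave a mean of 30.4 (19–46). The simulation holds counting error only, so it does not show what separate cultures without an effect of genotype would give. Turned around, 105 of 397 genes higher at D2 in KO cells (26.4%) were at least 2.5-fold lower in WT than in KO cells. In KO cells the median log2 change of the 632 genes from D0 to D2 was 0.74. Of these genes, 188 were also at least 2.5-fold higher at D2 in KO cells, and 43 stood at least 2.5-fold above WT in KO cells.

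The cultures already differed at D0, when 753 genes were at least 2.5-fold lower and 542 higher in KO than in WT cells. Lower at D0 were *Mme*, a membrane peptidase of mesenchymal cells (294-fold, 149–681), *Itm2a*, a membrane protein of progenitor cells (82.5-fold), and *Col6a3*, a collagen VI chain (60.4-fold). Higher at D0 were *Adam23*, an adhesion protein (25.6-fold, 20.5–32.5), and *Agtr2*, an angiotensin receptor (19.9-fold). Of the 260 dependent genes, 71 were already lower at D0, and 212 also met the cutoff when the ratio of the inductions was taken in place of the D2 levels. By a different reading, in which a gene is dependent if KO cells fail to reach 2.5-fold induction, the count was 444.

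**Figure D1:**
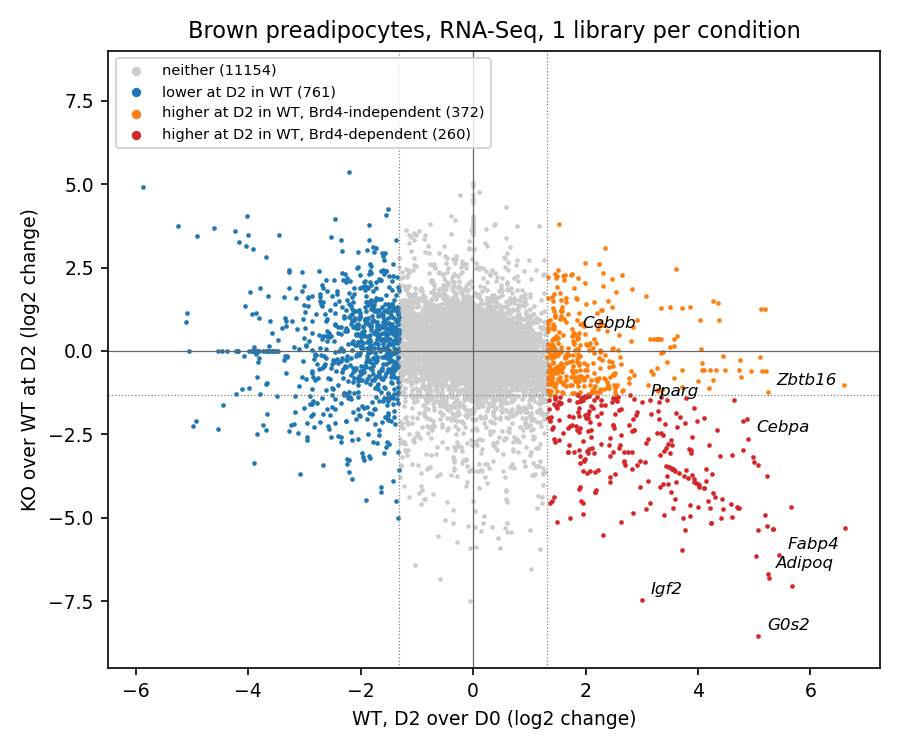
Log2 change from D0 to D2 in WT cells against the log2 ratio of KO to WT at D2 for 12547 genes, 1 library per condition. Red, 260 genes higher at D2 in WT and at least 2.5-fold lower in KO cells at D2; orange, the other 372 genes higher at D2 in WT; blue, 761 genes lower at D2 in WT; gray, 11154 others. Dotted lines mark 2.5-fold.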

Among the 816 up-regulated genes, 351 were induced in a Brd4-dependent manner. 

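Most of the fat-handling genes that WT cells switched on were lower in KO cells. Of 17 genes of fatty acid uptake, triglyceride synthesis and the lipid droplet that were higher at D2 in WT cells, 15 were Brd4-dependent, and *Bscl2* and *Dgat1* were not. *Fabp4* was at 18.2 RPKM in KO cells (69.9-fold below WT, 95% interval 58.6–84.1). Of 6 lipolysis genes, 5 were dependent, with *Lipe*, hormone-sensitive lipase, 15.1-fold lower (12.9–17.7), and *Pde3b*, which lowers cyclic AMP, was not. Of 6 adipokine genes, 5 were dependent and *Lcn2*, lipocalin, was not. Of 3 lipogenesis genes higher at D2, all were dependent: *Scd1*, a fatty acid desaturase (4.90-fold lower), *Mlxipl*, which senses glucose (3.41-fold), and *Elovl3*, which lengthens fatty acids (8.83-fold).

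The transcription factors were divided. *Cebpa*, *Ebf2*, *Klf15*, *Nr1h3* and *Pparg* were dependent, and *Cebpb*, *Cebpd*, *Ebf1*, *Nfia* and *Zfp423* were not. *Pparg* was 2.93-fold lower in KO cells at D2 (2.38–3.64) and *Cebpa* 6.20-fold lower (5.69–6.77), yet within KO cells *Pparg* was at 0.548 RPKM at D0 and 5.72 RPKM at D2. *Cebpb*, which acts before them, was 1.41-fold higher in KO cells (1.32–1.50). Of 15 genes of the glucocorticoid and cyclic AMP response higher at D2, only *Angptl4* and *Tsc22d3*, a glucocorticoid-induced leucine zipper gene (10.0-fold lower, 8.73–11.6), were dependent by their D2 levels. Within KO cells 10 of 22 genes of this list were at least 2.5-fold higher at D2 (median log2 change 1.19), from D0 levels with a median log2 ratio to WT of 0.33; the difference from the induction in WT cells was not tested. Of 6 brown fat genes higher at D2, 5 were dependent, among them *Dio2*, which activates thyroid hormone (20.3-fold lower), and *Pdk4* was not. Of all 15 brown fat genes measured, 6 were at least 2.5-fold lower in KO cells at D2 and 3 higher (median −0.20, and −0.53 with no filter).

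The median log2 ratio of KO to WT at D2 was −2.54 for the triglyceride list, −2.63 for lipolysis, −1.47 for adipokines, −0.97 for the transcription factors, −0.57 for lipogenesis, −0.56 for fatty acid oxidation and −0.53 for the respiratory chain, each below the 1st percentile of random lists. At D0 the medians of the first 5 of these lists were already −0.60, −0.54, −1.82, −0.29 and −0.24, and those of the others were above 0 (both 0.25). Lower at D2 without being induced in WT were 11 of 25 preadipocyte and matrix genes (median −1.04, and −0.65 at D0), such as *Pdgfra*, a growth factor receptor of fat progenitors (8.92-fold lower). AP-1 was the only list above the 99th percentile (median 1.20, and 0.58 with a filter at 3 RPKM; at D0 0.54, with 1 gene higher and 3 lower), with *Jund* 3.87-fold (3.50–4.27), *Batf3* 5.56-fold, *Fosb* 3.20-fold and *Atf3* 2.90-fold higher in KO cells. None of 30 cell cycle genes passed the cutoff (median −0.22). Gene ontology terms were not tested, nor was any list tested for enrichment among the dependent genes, most of which are in none of these lists.

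**Figure D2:**
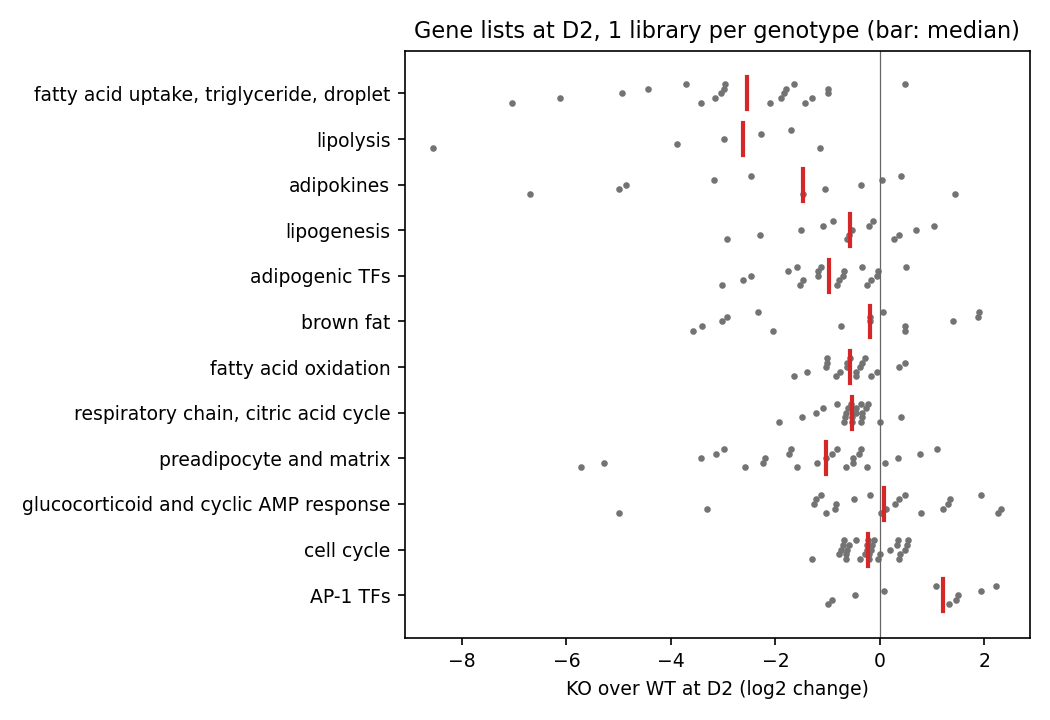
Log2 ratio of KO to WT at D2 for each measured member of 12 gene lists, 1 library per genotype. Points, genes; red bars, medians, from −2.63 (lipolysis) to 1.20 (AP-1).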

Interestingly, only Brd4-dependent up-regulated genes were strongly associated functionally with fat cell differentiation and lipid metabolism (Fig. 2g). During C2C12 myogenesis, Brd4-dependent up-regulated genes were preferentially associated functionally with muscle development and function (Supplementary Fig 4e, f). These results suggest that Brd4 controls cell identity gene induction during adipogenesis and myogenesis.

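C2C12 myoblasts carried a control hairpin (shCon) or a hairpin against Brd4 (shBrd4), and 1 library was made for each at D0 and D5. Brd4 was at 31.7 RPKM in shCon and 8.00 RPKM in shBrd4 cells at D0 (3.96-fold lower, 95% interval 3.38–4.66). At D5 the levels were 27.3 and 14.6 RPKM (1.87-fold lower, 1.70–2.07), so these libraries were closer in Brd4 at the time the muscle genes were compared. The related genes *Brd2* and *Brd3* stood at 59.6 and 17.4 RPKM in shCon and 70.1 and 10.0 RPKM in shBrd4 cells at D0.

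The read totals were 7283117 (shCon, D0), 3684157 (shBrd4, D0), 7856098 (shCon, D5) and 6818705 (shBrd4, D5), so the D0 knockdown library is the shallowest. The records do not say which of the hairpins was sequenced. They also carry the growth and induction text of the brown preadipocytes for these samples, with insulin, thyroid hormone, IBMX, dexamethasone and indomethacin. The paper's methods instead describe a change to 2% horse serum, and the paper's account was used. Up and down were again set at 2.5-fold and dependency at 1.5-fold, shCon over shBrd4 at D5. In simulated data of this depth the 1.5-fold cutoff caught 65 of 67 genes set 2-fold apart and 594 of 11986 with no difference (4.96%).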

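Many contraction and muscle energy genes stood below control with less Brd4, whereas of the myogenic regulators only *Mef2c* did so by 1.5-fold. *Myh4*, a fast myosin heavy chain, was at 27.4 RPKM in shCon and 2.56 RPKM in shBrd4 cells at D5 (10.7-fold lower, 95% interval 8.77–13.2), and *Casq1*, which stores calcium for contraction, was 9.34-fold lower (6.87–13.0). *Ckm*, muscle creatine kinase, was 2.83-fold lower (2.51–3.20), *Mb*, myoglobin, 3.03-fold, and *Pygm*, glycogen phosphorylase, 3.87-fold. *Mef2c*, a transcription factor of late myogenesis, was 4.30-fold lower (3.85–4.81). *Myog*, which drives myoblast differentiation, was 1.07-fold higher (1.02–1.12), and *Myod1*, which commits cells to muscle, 1.25-fold lower (1.15–1.37). Reads of the near-identical myosin genes may be shared among them, so single members are less certain than the list.

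Of 43 sarcomere genes at least 2.5-fold higher at D5 in shCon cells, 31 were Brd4-dependent, and *Acta1* and *Des* were among the 12 that were not. Of 19 genes of excitation-contraction coupling, 15 were dependent, and of 10 of muscle energy metabolism, 9, with *Cox7a1* the exception. Of 12 myogenic transcription factors, 9 were below shCon at D5, with a median of −0.15 at the 0.67th percentile of random lists. Only *Mef2c* was lower by 1.5-fold, so *Mef2c* was dependent while *Mef2a* and *Myog* were not. In the paper's qRT-PCR, read by eye, *Myog* and *Myod1* were both clearly lower at D5 (Supplementary Fig. 4d). The fusion genes divided into dependent *Mymk* (1.51-fold lower), *Cav3* and *Dysf* and independent *Mymx*, *Itga7* and *Ncam1*. At D5 the median log2 ratios of shBrd4 to shCon were −0.97 for the sarcomere, −0.92 for coupling and −1.48 for energy metabolism, each below all random lists, and −0.05 for fusion. At D0 they were −0.78, −1.18 and −0.17. Within shBrd4 cells the median log2 change from D0 to D5 was 4.79 for the sarcomere, 3.74 for coupling and 1.15 for energy metabolism, against 5.14, 3.24 and 3.61 in shCon cells. Taken gene by gene, the median log2 ratio of the induction in shBrd4 to that in shCon cells was −0.26, 0.17 and −0.70. By that ratio, 14 of 46 sarcomere, 3 of 22 coupling and 6 of 12 energy metabolism genes were at least 1.5-fold lower.

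**Figure D3:**
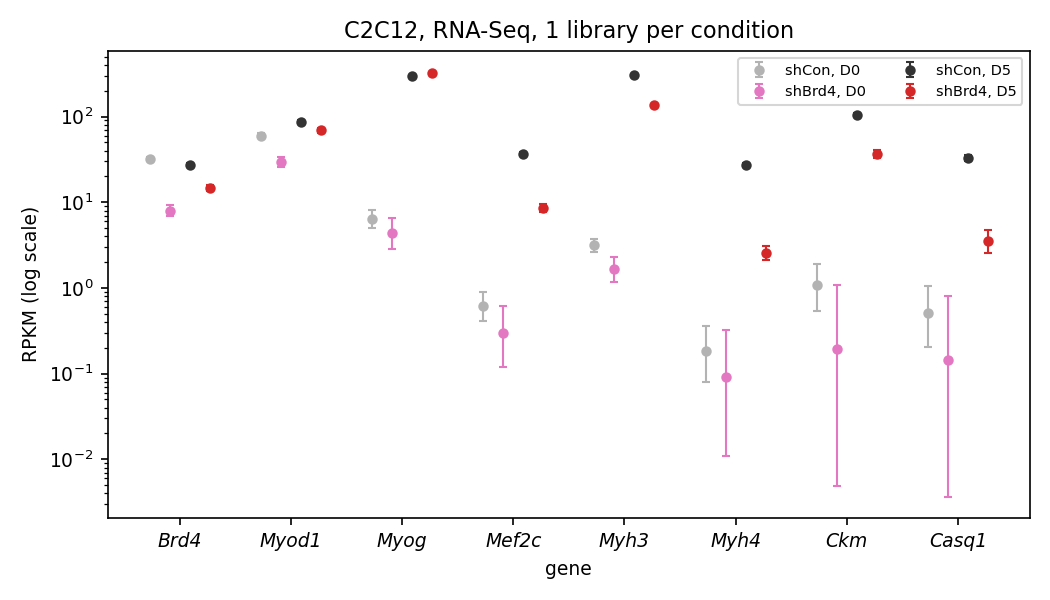
RPKM (log scale) of Brd4 and muscle genes in C2C12 cells, 1 library per condition. *Myog*, 6.40 and 299 RPKM in shCon at D0 and D5 and 320.2 RPKM in shBrd4 at D5; *Myh4*, 27.4 and 2.56 RPKM in shCon and shBrd4 at D5. Bars, exact 95% Poisson intervals, counting error only.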

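Lists with lower medians in the Brd4-deficient libraries included those of the lineage being formed and others. Besides the lineage lists, the preadipocyte and matrix genes of the starting cells and the interferon response genes were lower in KO cells at D2. In shBrd4 cells at D5, lipogenesis (median log2 ratio −0.25, 3 of 12 at least 1.5-fold lower), smooth muscle markers (−0.40, 2 of 7) and bone and cartilage markers (−0.54, 2 of 4, but a median of 0.04 with no filter) were lower. At D0 the medians were already −0.47 for lipogenesis (5 of 12 lower) and −0.60 for bone and cartilage (3 of 4). Few or no members passed 1.5-fold at D5 among adipogenic transcription factors (−0.23, 1 of 16 lower and 1 higher), fatty acid oxidation (−0.15, 0 of 19 lower and 1 higher) and the respiratory chain (−0.17, 0 of 22 either way). Yet the medians of these lists stood at percentiles 0.2, 0.24 and 0.01 of random lists, and that of lipogenesis at 0.07. Low percentiles at D5 were thus not limited to the muscle lists. In preadipocytes, 8 sarcomere genes were measured and none was 2.5-fold higher at D2, and *Myod1* and *Myog* had no reads at D0 in WT or KO cells. In C2C12 cells, 4 of 17 triglyceride and droplet genes were higher at D5, of which *Cd36*, a fatty acid transporter (4.16-fold lower in shBrd4 cells), and *Gpd1*, glycerol phosphate dehydrogenase, were dependent and *Lpin1* and *Pcx* were not. No lipogenesis gene among 12 was higher at D5. Of 8 AP-1 genes, 4 were at least 1.5-fold higher and 2 lower in shBrd4 cells at D0 (median 0.40), and 3 were higher and 0 lower at D5 (0.51), with *Fos* 2.42-fold, *Atf3* 2.21-fold and *Junb* 1.64-fold higher at D5. In preadipocytes, the cartilage genes *Col2a1* and *Comp* were at least 2.5-fold lower in KO cells at D2, of 6 bone and cartilage markers measured (median −0.87), and at D0 3 of the 6 were lower (−1.44).

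From the annotation of the dependent genes in both systems, the paper proposes that Brd4 controls the induction of cell identity genes. In these libraries the dependent share was 41.1% of all genes higher at D2 and 45.6% of those higher at D5. Lists above these shares included lineage lists such as triglyceride and droplet at D2 (15 of 17), and sarcomere (31 of 43) and coupling (15 of 19) at D5. Lists of other kinds above these shares had few induced genes, such as the respiratory chain at D2 (2 of 3) and preadipocyte and matrix genes at D5 (2 of 4). Lists below them included glucocorticoid and cyclic AMP response at D2 (2 of 15) and myogenic transcription factors at D5 (1 of 3). None of these shares was tested. Dependency here is a difference in level at D2 or D5, and it includes differences that were present at D0. Binding of Brd4 to these genes was not analysed here.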

### Brd4 binds to cell identity genes

Next, we performed ChIP-Seq to map the genomic binding of Brd4 before (D0), during (D2), and after (D7) adipogenesis. To exclude false-positive genomic Brd4 binding sites due to off-target effect of the antibody, ChIP-Seq was also done in *Brd4* KO cells. To identify high-confidence Brd4 binding sites, we first removed false-positive signals obtained from *Brd4* KO cells and then selected overlapping peaks from two biological replicates. In total, we identified 37,111, 13,676, and 27,351 Brd4 binding regions at D0, D2, and D7, respectively (Fig. 3a). Brd4 protein levels decreased only mildly at D2 (Fig. 3b), but the genomic binding of Brd4 redistributed dramatically from D0 to D2 (Fig. 3c). Around 89% of D0 Brd4 binding regions were lost at D2, although some of the lost regions were re-occupied by Brd4 at D7. We also performed Brd4 ChIP-Seq in C2C12 myocytes. The Brd4 binding regions in adipocytes and C2C12 myocytes were largely non-overlapping (Fig. 3d).

**Fig. 3:**
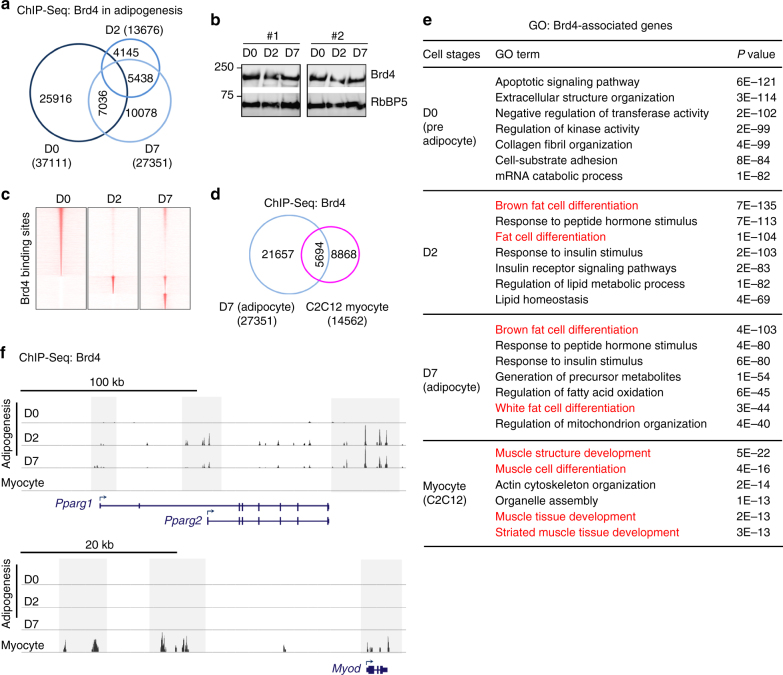
Cell-type- and differentiation-stage-specific binding of Brd4 on cell identity genes. Adipogenesis and myogenesis were done as in Fig. 2 and Supplementary Fig. 4, respectively. Cells were collected for ChIP-Seq analysis of Brd4. **a** Venn diagram depicting high-confidence Brd4 binding regions at D0 (preadipocytes), D2 (during adipogenesis), and D7 (adipocytes) of adipogenesis. High-confidence Brd4 binding regions were obtained by selecting overlapping regions from two biological replicates. **b** Western blot analysis of Brd4 during adipogenesis using nuclear extracts prepared from two independent brown preadipocyte cell lines. **c** Heat maps of Brd4 binding sites during adipogenesis. **d** Venn diagram representing Brd4 binding regions in adipocytes and myocytes. **e** GO analysis of genes associated with Brd4 binding regions at indicated time points and cell types. **f** ChIP-Seq profiles of Brd4 binding on gene loci encoding PPARγ and MyoD at indicated time points and cell types

To characterize Brd4-associated genes in different stages and cell types, we assigned each Brd4 binding region to the nearest annotated gene. Gene ontology (GO) analysis revealed that at D0 before differentiation, Brd4 binds to genes associated with general biological functions. However, Brd4 moves to adipogenesis-related genes at D2 and D7 of differentiation (Fig. 3e). In C2C12 myocytes, preferred target genes of Brd4 were those involved in muscle cell differentiation. Accordingly, we observed differentiation-stage- and cell-type-specific genomic binding of Brd4 on *Pparg* and *Myod1* loci, which encode the master adipogenic TF PPARγ and myogenic TF MyoD, respectively (Fig. 3f). Together, these results indicate cell-type- and differentiation-stage-specific genomic binding of Brd4 on cell identity genes.

### Brd4 co-localizes with LDTFs on active enhancers

Next, we performed motif analysis of the top 3000 Brd4 binding regions at each time point and in different cell types (Fig. 4a). In preadipocytes (D0), Brd4 binding regions were enriched with motifs of AP-1 family of TFs Jun, Jdp2, and JunD. This is consistent with the previous finding that Brd4 interacts directly with c-Jun^21^. During (D2) and after (D7) adipogenesis, Brd4 binding regions were enriched with motifs of adipogenic TFs such as C/EBPα, C/EBPβ, and PPARγ as well as ATF4, which was recently identified as a novel TF that promotes adipogenesis^22^. ChIP-Seq analyses of C/EBPα, C/EBPβ, and PPARγ at D2 of adipogenesis confirmed the genomic co-occupancy of Brd4 with these adipogenic TFs (Fig. 4b, c). Particularly, over 50% of the Brd4 binding regions showed co-occupancy with C/EBPα/β. Consistent with previous reports that Brd4 interacts with C/EBPα/β^11,21^, we observed a physical interaction between Brd4 and C/EBPβ during adipogenesis (Fig. 4d). In C2C12 myocytes, Brd4 binding regions were enriched with motifs of myogenic TF MyoD and its binding partner TCF3 (Supplementary Fig 5a)^23^. We also confirmed genomic co-localization of Brd4 with MyoD in C2C12 myocytes (Supplementary Fig 5b, c).

**Fig. 4:**
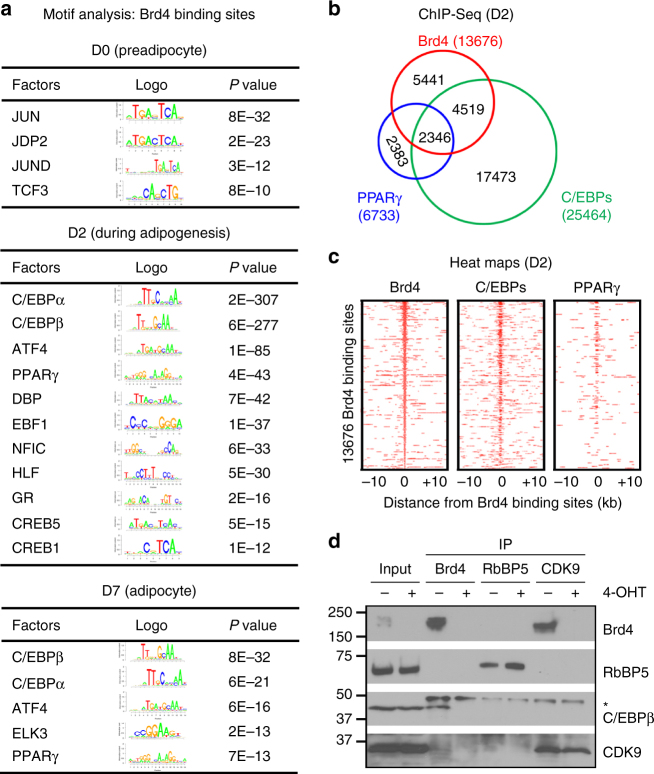
Genomic co-localization of Brd4 with LDTFs during adipogenesis. **a** Motif analysis of Brd4 binding regions in adipogenesis. Only TFs that are expressed at the indicated cell stages are presented. **b**, **c** Venn diagram **b** and heat maps **c** of genomic co-localization of Brd4 with C/EBPs (C/EBPα or β) and PPARγ at D2 of adipogenesis. Published ChIP-Seq data sets for C/EBPα/β and PPARγ were used (GSE74189)^24^. **d** Brd4 physically interacts with C/EBPβ during adipogenesis. SV40T-immortalized *Brd4* ^f/f #2^;*Cre-ER* brown preadipocytes were treated with 4-hydroxytamoxifen (4-OHT) to induce the deletion of exon 5 of *Brd4* gene. Immunoprecipitation (IP) of Brd4, RbBP5, and CDK9 was done in nuclear extracts prepared at D2 of adipogenesis. The immunoprecipitates were analyzed by western blot using antibodies indicated on the right. The asterisk (*) indicates IgG heavy chain

Next, we characterized the genomic features of Brd4 binding regions. Based on histone modifications, four types of regulatory elements were defined as described^19^: active enhancer, primed enhancer (previously described as silent enhancer), active promoter, and silent promoter (Fig. 5a). Interestingly, Brd4 binding sites were mainly located on active enhancers at D0 and D2 but on active promoters at D7 (Fig. 5b). Consistently, Brd4 co-localized with adipogenic TFs on active enhancers at D2 (Supplementary Fig 6). Adipogenic enhancers were defined as active enhancers that are bound by C/EBPs or PPARγ^19^. Consistent with the genomic distribution, Brd4 was highly enriched on adipogenic enhancers at D2 but enriched on adipogenic promoters, which associate with adipogenic enhancers, at D7 (Fig. 5c). At D2, Brd4 binding was observed on 43.9%, 41.7%, and 78.8% of C/EBP^+^PPARγ^−^, C/EBP^−^PPARγ^+^, and C/EBP^+^PPARγ^+^ adipogenic enhancers, respectively (Fig. 5d). Together, these results indicate that Brd4 co-localizes with LDTFs on active enhancers during adipogenesis.

**Fig. 5:**
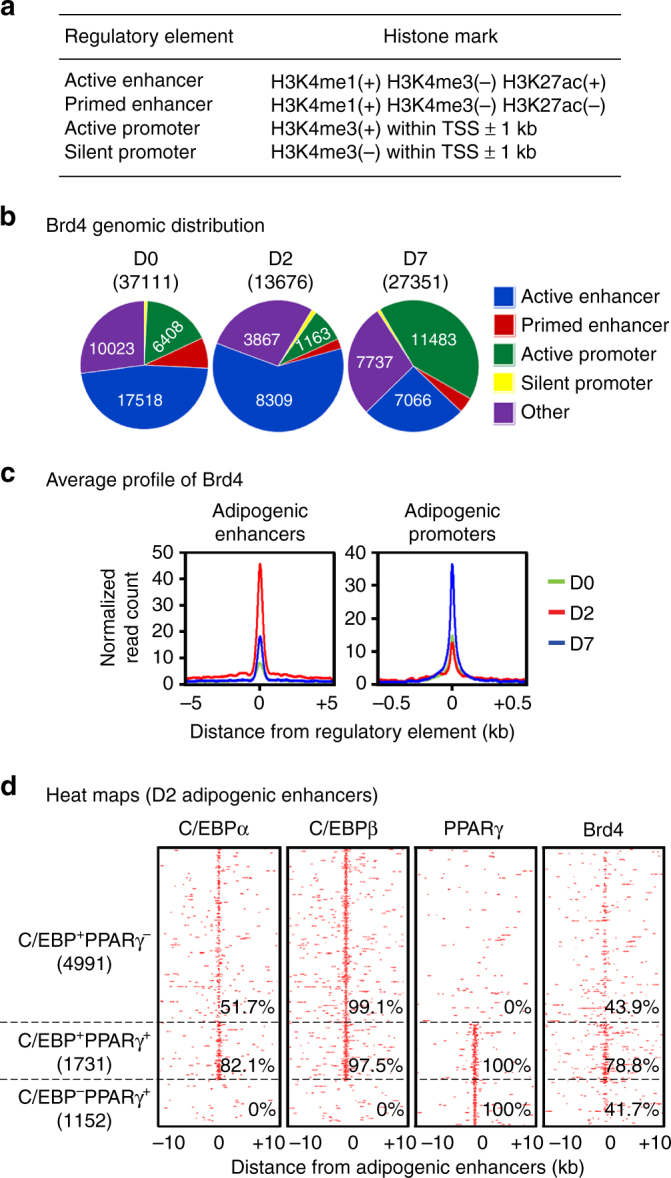
Brd4 co-localizes with LDTFs on active enhancers during adipogenesis. **a** Definition of regulatory elements by histone marks. **b** Pie charts depicting the genomic distributions of Brd4 binding regions during adipogenesis. **c** Average binding profiles of Brd4 around the center of adipogenic enhancers and promoters. Adipogenic enhancers were defined as active enhancers bound with C/EBPα, C/EBPβ, or PPARγ at D2 of adipogenesis as described previously^19^. Adipogenic promoters were defined as promoters that are closest to adipogenic enhancers. **d** Brd4 co-localizes with LDTFs on active enhancers during adipogenesis. The binding profiles of C/EBPα, C/EBPβ, PPARγ, and Brd4 on the three types of adipogenic enhancers (C/EBP^+^PPARγ^−^, C/EBP^−^PPARγ^+^, and C/EBP^+^PPARγ^+^) are shown in heat maps

### LDTFs, MLL3/MLL4, and p300 recruit Brd4 to active enhancers

Next, we investigated the mechanisms that recruit Brd4 to active enhancers during adipogenesis. Notably, 73.8% (6129/8309) of Brd4 binding sites within active enhancers were occupied by enhancer epigenomic writers MLL4 and/or p300, indicating a substantial overlap (Fig. 6a). Among the 8309 Brd4+ active enhancers, substantially more of them were co-occupied by both epigenomic writers (p300 or MLL4) and LDTFs (C/EBPs or PPARγ) than by either alone (Fig. 6b, c).

**Fig. 6:**
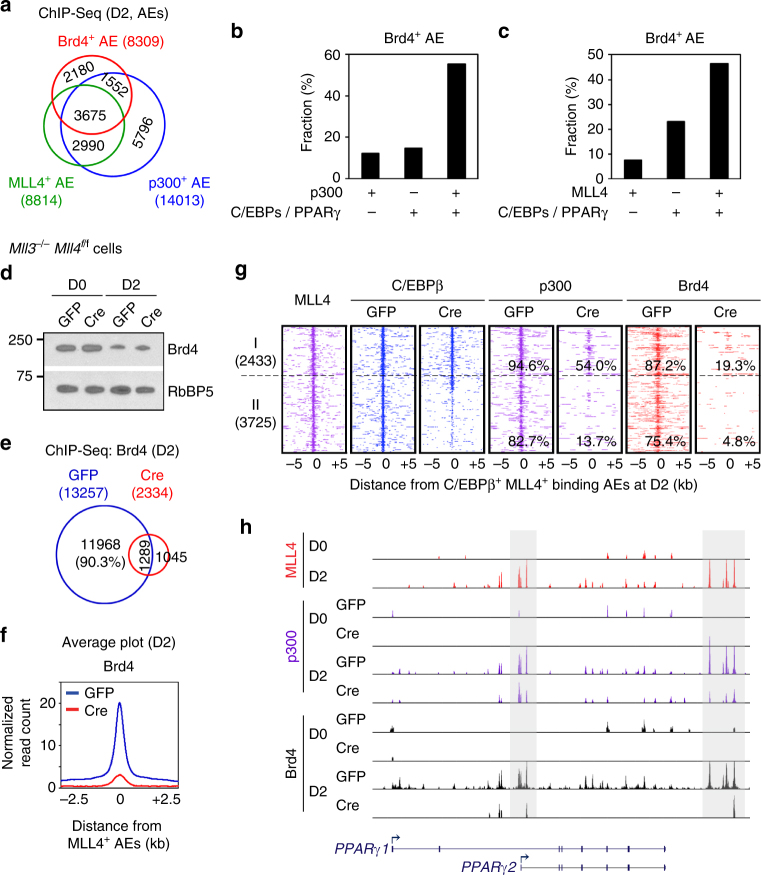
LDTFs, MLL3/MLL4, and p300 coordinate to recruit Brd4 to active enhancers. **a** Venn diagram of co-localization of Brd4, MLL4, and p300 on active enhancers (AEs) at D2 of adipogenesis. **b**, **c** Brd4 binding is highly enriched on AEs that are bound by both LDTFs (C/EBPs or PPARγ) and p300 **b** or MLL4 **c** during adipogenesis. **d**–**h** MLL3/MLL4 are required for Brd4 binding on AEs during adipogenesis. Immortalized *Mll3* ^−/−^ *Mll4* ^f/f^ preadipocytes were infected with adenoviral GFP or Cre as described previously^19^, followed by adipogenesis assay. Cells were collected before (D0) and during (D2) adipogenesis for ChIP-Seq of Brd4. **d** Deletion of MLL3/MLL4 does not affect Brd4 protein levels. **e** Venn diagram representing Brd4 binding regions in GFP- and Cre-infected *Mll3* ^−/−^ *Mll4* ^f/f^ cells at D2 of adipogenesis. **f** Average profile of Brd4 binding on MLL4^+^ AEs at D2. **g** Heat maps around C/EBPβ^+^ MLL4^+^ AEs at D2. AEs were classified into two groups: unchanged (group I) and decreased (group II) C/EBPβ binding in *Mll3/Mll4* double KO cells. **h** Genome browser view of p300 and Brd4 binding on *Pparg* locus in GFP- and Cre-infected *Mll3* ^−/−^ *Mll4* ^f/f^ cells

Since MLL3/MLL4 facilitate CBP/p300 binding to enhancers during cell differentiation^24,25^ and CBP/p300 facilitate Brd4 binding to active enhancers^11^, we hypothesized that MLL3/MLL4 are required for Brd4 recruitment to enhancers during differentiation. To test this hypothesis, we performed Brd4 ChIP-Seq in *Mll3/Mll4* double KO cells at D2 of adipogenesis. Although deletion of *Mll3/Mll4* did not affect Brd4 protein levels (Fig. 6d), it led to the loss of 90.3% of total Brd4 binding sites at D2 (Fig. 6e). Consistently, we observed a marked decrease in Brd4 binding levels on MLL4^+^ active enhancers in *Mll3/Mll4* KO cells (Fig. 6f). Decreased binding of Brd4 in *Mll3/Mll4* KO cells could be due to reduced binding of LDTFs to enhancers. Indeed, 60% (3725/6158) of C/EBPβ^+^ MLL4^+^ active enhancers showed decreased C/EBPβ binding in *Mll3/Mll4* KO cells, which consequently led to decreases in p300 and Brd4 binding (Fig. 6g). However, on the remaining 40% (2433/6158) of C/EBPβ^+^ MLL4^+^ active enhancers, deletion of *Mll3/Mll4* in preadipocytes did not affect C/EBPβ binding but prevented p300 and Brd4 binding at D2 of adipogenesis. Deletion of *Mll3/Mll4* also reduced p300 and Brd4 binding to enhancers on *Pparg* gene locus during adipogenesis (Fig. 6h). Together, these results suggest that LDTFs and epigenomic writers MLL3/MLL4 and p300 coordinate to recruit Brd4 to active enhancers during adipogenesis.

### Brd4 is required for Pol II binding on active enhancers

We next asked how Brd4 regulates cell identity gene induction during adipogenesis. For this purpose, we selected several adipogenic enhancers (e1–e8) on cell identity genes *Pparg*, *Cebpa*, and *Fabp4*, which are bound by Brd4 during (D2) adipogenesis (Fig. 7a). We examined the occupancy of the early adipogenic TF C/EBPβ, MLL4, MLL3/MLL4-mediated H3K4me1, CBP/p300-mediated H3K27ac, Brd4, the MED1 subunit of the Mediator coactivator complex, the TBP subunit of the general transcription factor (GTF) TFIID^26^, Pol II, and the catalytic subunit CDK9 of the positive transcription elongation factor b (p-TEFb)^27^ on these enhancers during adipogenesis. We did not observe changes in C/EBPβ and MLL4 binding as well as H3K4me1 and H3K27ac levels on Brd4^+^ adipogenic enhancers in *Brd4* KO cells. However, deletion of *Brd4* markedly reduced MED1, TBP, Pol II, and CDK9 binding on Brd4^+^ adipogenic enhancers but not on enhancers near constitutively active genes *Arid1a* and *Jak1* (n1 and n2) (Fig. 7b). Accordingly, deletion of *Brd4* decreased eRNA production from Brd4^+^ adipogenic enhancers (Fig. 7c). These data suggest a model that sequential binding of LDTFs, epigenomic writers MLL3/MLL4, and CBP/p300 facilitates Brd4 binding on active enhancers, which is required for enhancer binding of Mediator, TFIID, Pol II and p-TEFb, eRNA production, and cell identity gene induction during adipogenesis (Fig. 7d).

**Fig. 7:**
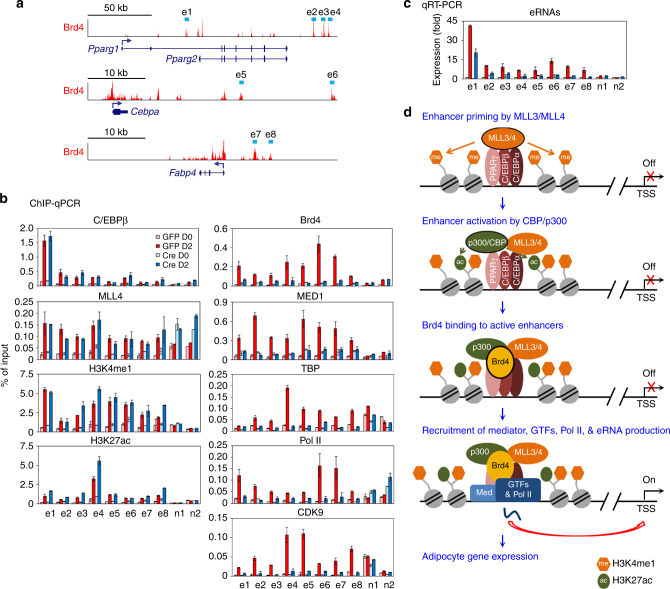
Brd4 is required for Pol II binding on active enhancers during adipogenesis. **a** Schematic of genomic locations of Brd4^+^ enhancers (e1–e8) on *Pparg*, *Cebpa*, and *Fabp4* loci. **b** Brd4 is dispensable for C/EBPβ, MLL4, H3K4me1, and H3K27ac enrichment, but is essential for MED1, TBP, Pol II, and CDK9 binding, on adipogenic enhancers. ChIP-qPCR analyses of indicated factors are shown on adipogenic enhancers (e1–e8). Enhancers of constitutively expressed genes *Arid1a* (n1) and *Jak1* (n2) were chosen as negative control regions. **c** Brd4 is required for eRNA transcription on adipogenic enhancers. The data are presented as means ± SD. Three technical replicates from a single experiment were used. **d** Model depicting that sequential actions of LDTFs, H3K4 mono-methyltransferases MLL3/MLL4, H3K27 acetyltransferases CBP/p300, epigenomic reader Brd4, transcription coactivator Mediator, and Pol II on enhancers control cell identity gene expression during differentiation

### Brd4 is largely dispensable for maintaining adipocytes

Terminally differentiated adipocytes express high levels of cell identity genes including master adipogenic TFs *Pparg* and *Cebpa*. We asked whether Brd4 is required to maintain adipocyte gene expression. To this end, we crossed *Brd4* ^f/f^ mice with *Adipoq-Cre* mice to generate adipocyte-specific *Brd4* KO mice^28^. Deletion of *Brd4* was successful in adipose tissues (Fig. 8a, b). However, we did not observe any discernable differences in adipose tissue mass (Fig. 8c, d) or the expression of adipocyte identity genes *Pparg, Cebpa*, *Fabp4*, or BAT marker gene *Ucp1* (Fig. 8e). RNA-Seq analysis of BAT and epididymal white adipose tissue (eWAT) from *Brd4* ^f/f^;*Adipoq-Cre* mice confirmed that the deletion of *Brd4* in adipose tissues does not affect adipocyte and BAT-enriched gene expression (Fig. 8f, g). Our data suggest that while Brd4 is essential for adipose tissue development, it is largely dispensable for the maintenance of adipose tissues and related gene expression.

**Fig. 8:**
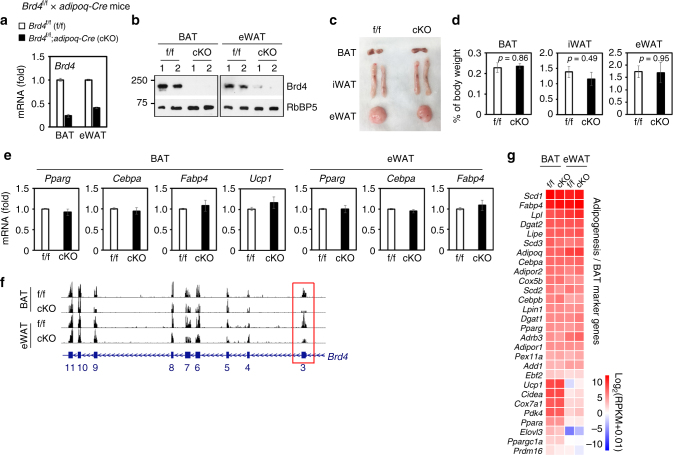
Brd4 is dispensable for the maintenance of cell identity gene expression in adipocytes. *Brd4* ^f/f^ mice were crossed with *Adipoq-Cre* to generate adipocyte-specific *Brd4* KO mice. **a** qRT-PCR confirmation of Adipoq-Cre-mediated *Brd4* deletion in mouse adipose tissues (*n* = 6 per group). **b** Western blot analysis of Brd4 in BAT and eWAT. **c** Representative morphology of mouse adipose tissues. **d** Adipose tissue mass was normalized to body weight (*n* = 6 per group). Statistical comparison between groups was performed using Student’s *t* -test. The data are presented as means ± SEM. **e** qRT-PCR of *Pparg*, *Cebpa*, *Fabp4*, and *Ucp1* expression in adipose tissues (*n* = 4 per group). Quantitative PCR data in this figure are presented as means ± SEM. **f**, **g** Deletion of Brd4 does not affect adipocyte gene expression in adipose tissues. Equal amounts of total RNA from BAT and eWAT of four 12-week-old male mice were combined for RNA-Seq analysis. **f** Genome browser view of RNA-Seq analysis on *Brd4* gene locus. The targeted exon 3 is highlighted in red box. **g** Heat map of RNA-Seq values of adipogenesis/BAT marker genes

### JQ1 blocks PPARγ-stimulated adipogenesis

Since Brd4 is essential for the induction of PPARγ in the early stage of adipogenesis, we tested whether forced expression of PPARγ could rescue adipogenesis in *Brd4* KO cells. Indeed, adipogenesis defects in *Brd4* KO cells could be rescued by retroviral vector-mediated expression of ectopic PPARγ (Fig. 9a, b). Interestingly, the expression levels of *Brd2* and *Brd3* increased in *Brd4* KO cells, suggesting a functional redundancy among BET family proteins (Fig. 9b). Inhibiting BET proteins by JQ1 treatment completely blocked PPARγ-stimulated adipogenesis (Fig. 9a, b). These results indicate that Brd4 is the major functional BET protein before the induction of PPARγ and suggest that Brd4 is functionally redundant with Brd2/Brd3 in promoting adipocyte gene expression downstream of PPARγ. Consistent with these results, inhibiting BET proteins by JQ1 treatment inhibited the synthetic PPARγ ligand rosiglitazone (Rosi)-induced expression of PPARγ target genes *Cebpa*, *Adipoq*, and *Fabp4* in undifferentiated preadipocytes expressing ectopic PPARγ (Fig. 7c), indicating that BET family proteins are required for PPARγ target gene expression.

**Fig. 9:**
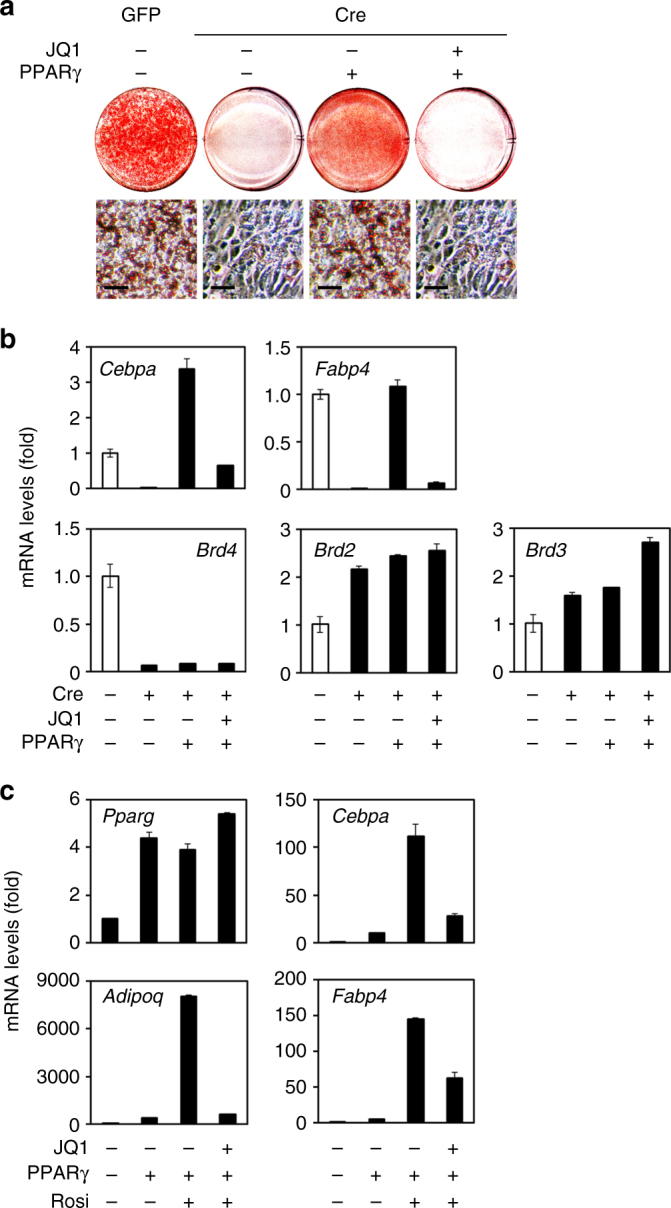
JQ1, but not the single KO of Brd4, blocks PPARγ-stimulated adipogenesis. **a**, **b** *Brd4* ^f/f^ brown preadipocytes were infected with adenoviral GFP or Cre. Cre-infected cells were further infected with retroviruses expressing vector alone or PPARγ. After hygromycin selection, cells were induced for adipogenesis assay in the presence or absence of 0.5 μM BET inhibitor JQ1. **a** Oil red O staining at D7 of adipogenesis. Scale bars = 15 μm. **b** qRT-PCR of *Cebpa*, *Fabp4*, *Brd4*, *Brd2*, and *Brd3* at D7 of adipogenesis. **c** BET family proteins are required for ligand-induced PPARγ target gene expression. Subconfluent *Brd4* ^f/f^ preadipocytes expressing ectopic PPARγ were pretreated with JQ1 (0.5 μM) for 3 h followed by treatment with 1 μM rosiglitazone (Rosi) for 24 h in the presence of JQ1. The data are presented as means ± SD. Three technical replicates from a single experiment were used

## Discussion

Using two independently developed *Brd4* conditional KO mice and derived cell lines, we demonstrate that Brd4 is essential for adipogenesis and myogenesis in culture and in vivo. Using RNA-Seq, we show Brd4 promotes cell-type-specific gene expression during cell differentiation. Using ChIP-Seq, we show Brd4 predominantly binds to active enhancers during adipogenesis but preferentially on active promoters after adipogenesis. Further, enhancer epigenomic writers MLL3/MLL4 are required for Brd4 binding to active enhancers during adipogenesis. Finally, Brd4 facilitates enhancer binding of Mediator, TFIID, Pol II, and p-TEFb, and eRNA transcription during adipogenesis. Our findings identify Brd4 as an enhancer epigenomic reader that connects active enhancers with cell identity gene induction during differentiation. Together with previous findings in the literature, our data suggest a model in which sequential actions of LDTFs, H3K4 mono-methyltransferases MLL3/MLL4, H3K27 acetyltransferases CBP/p300, epigenomic reader Brd4, transcription coactivator Mediator, and Pol II transcription machinery on enhancers control cell identity gene expression during differentiation.

Brd4 inhibitors are promising drug candidates for treating cancers and other diseases^29,30^. However, few studies have looked at the role of Brd4 in cell differentiation and animal development, except that Brd4 is required for the differentiation of erythroid and osteoblast in cell culture^31,32^, that inducible knockdown of *Brd4* in mice results in skin hyperplasia and loss of cell diversity in intestine^33^, and that myeloid lineage-specific deletion of *Brd4* leads to the compromised innate immune response^34^. By crossing *Brd4* ^f/f^ with Myf5-Cre mice, we demonstrate that Brd4 is required for adipose tissue and muscle development in vivo. By knocking down *Brd4* in 3T3-L1 white preadipocytes and C2C12 myoblasts and knocking out *Brd4* in brown preadipocytes, we confirmed that the essential role of Brd4 in adipogenesis and myogenesis is cell-autonomous. Our finding on Brd4 in adipogenesis is consistent with a previous report that JQ1 inhibits differentiation of mesenchymal C3H10T1/2 cells toward adipocytes in culture^35^. JQ1 treatment cannot distinguish functional roles of BET proteins in adipogenesis. Our genetic study distinguishes the roles of BET family members in adipogenesis and indicates that Brd4 is the major BET protein controlling PPARγ induction in the early phase of adipogenesis while the functionally redundant Brd2, Brd3, and Brd4 control the induction of PPARγ downstream adipocyte genes.

Brd4 localizes on both active promoters and active enhancers in human and mouse tumor cells^10,11^. In this study, we show dynamic changes of Brd4 binding regions at various stages of differentiation. In our adipogenesis model system, Brd4 mainly localizes on active enhancers that are associated with cell identity genes induced during differentiation. After differentiation, Brd4 binding on active enhancers largely remains but with reduced binding intensity. Interestingly, Brd4 binds to ~75% of all active promoters in differentiated cells, while only ~8% of all active promoters are occupied by Brd4 during differentiation. These results suggest distinct functions of Brd4 during and after cell differentiation. In differentiating cells, Brd4 localization on active enhancers controls cell identity gene induction necessary for terminal differentiation. The role of Brd4 on active promoters in terminally differentiated cells remains to be understood.

LDTFs bind to cell-type-specific enhancers and recruit H3K4 mono-methyltransferases MLL3/MLL4^19^. MLL3/MLL4 are required for enhancer binding of H3K27 acetyltransferases CBP/p300 and enhancer activation during adipogenesis and embryonic stem cell differentiation^24,25^. It has been shown that hematopoietic LDTFs and CBP/p300 facilitate Brd4 recruitment to active enhancers in leukemia cells^11^. Similarly, our data show that adipogenic TFs and p300 cooperatively recruit Brd4 to active enhancers during adipogenesis. Furthermore, we demonstrate that MLL3/MLL4 are critical for Brd4 binding on enhancers. Consistent with our data, a recent study showed that Brd4 is required for binding of Mediator and CDK9 on enhancers including the *Myc* super-enhancer in mouse acute myeloid leukemia (AML cells)^13^. Brd4 may regulate Mediator binding to enhancers through its physical interaction with Mediator complex^27^. On the other hand, since PPARγ physically associates with Mediator complex as well^36^, it is also possible that decreased Mediator binding in Brd4 KO cells is due to the decreased expression of PPARγ, a direct target of Brd4. Physical and functional association between Brd4 and CDK9, a component of p-TEFb, has been well documented^27,37^. Our data suggest that Brd4 is a molecular bridge between cell-type-specific enhancers and general transcription machinery. Taken together, we propose a model that adipocyte gene expression is induced by sequential actions of LDTFs C/EBPα, C/EBPβ, and PPARγ, enhancer epigenomic writers MLL3/MLL4 and CBP/p300, enhancer epigenomic reader Brd4, Mediator, and Pol II transcription machinery on enhancers (Fig. 7d).

## Methods

### Plasmids and antibodies

The lentiviral shRNA plasmids pLKO.1 targeting mouse *Brd4* (clone IDs TRCN0000311976, TRCN0000088480, and TRCN0000088481) were purchased from Sigma. Anti-RbBP5 (A300–109A), anti-Brd4 (A301–985A100), and anti-MED1 (A300–793A) were from Bethyl Laboratories. Anti-C/EBPα (sc-61X), anti-C/EBPβ (sc-150X), anti-PPARγ (sc-7196X), and anti-p300 (sc-585X) were from Santa Cruz Biotechnology. Anti-H3K4me1 (ab8895), anti-H3K4me2 (ab7766), and anti-H3K27ac (ab4729) were from Abcam. Anti-Pol II (17-672) was from Millipore. For western blot analysis, all antibodies were diluted to 1 μg ml^−1^. Uncropped blots are available in the Supplementary Figure 7.

### Generation of mouse strains

Two *Brd4* conditional KO mouse lines were used in this study. In the first *Brd4* conditional KO mouse line (*Brd4* ^f/f^), the first coding exon of *Brd4* gene, exon 3, is flanked by loxP sites. Genotyping the *Brd4* alleles, PCR was done using the following primers: 5′-GCCTAGATCAGTGCCTCCATTG-3′ and 5′-ACTGGAACTACATGGCAGCCTG-3′. PCR amplified 244 bp from the wild-type and 344 bp from the floxed allele. *Brd4* ^f/f^ mice were crossed with *Myf5-Cre* (Jackson no. 007893, C57BL/6 J and 129S4/SvJaeSor mixed background) or *Adipoq-Cre* (C57BL/6 background)^28^ to generate *Brd4* ^f/f^;*Myf5-Cre* or *Brd4* ^f/f^;*Adipoq-Cre* mice. For characterization of *Brd4* ^f/f^;*Adipoq-Cre* mice, we used six 12-week-old male mice per genotype. Animals were not randomized and the researchers were not blinded during the experiment and when assessing the outcome. No animals were excluded from the analysis.

To establish the second *Brd4* conditional KO mouse line (*Brd4* ^f/f #2^), the heterozygous conditional *Brd4* gene trap mice (*Brd4* ^tm1a(EUCOMM)Wtsi^) were obtained from the KOMP2 program at Baylor College of Medicine and crossed with FLP1 mice (Jackson no. 003946) to delete the neomycin cassette. In the resulting *Brd4* ^f/f #2^ mice, the exon 5 of *Brd4* gene is flanked by loxP sites. Genotyping of the Brd4 alleles was done using the following primers: 5'-GGACATGGTGACAGAGTGG-3' and 5'-TCAAATGAATTCACTAGAACTAC-3'. PCR amplified 168 bp from the wild-type and 284 bp from the floxed allele. *Brd4* ^f/f #2^ mice were crossed with *Cre-ER* (Jackson no. 008463) to generate *Brd4* ^f/f #2^;*Cre-ER* mice.

All mouse experiments were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and approved by the Animal Care and Use Committee of NIDDK, NIH.

### Histology and immunohistochemistry

E18.5 embryos were isolated by Cesarean section, fixed in 4% paraformaldehyde, dehydrated in a methanol series, and embedded in paraffin for sectioning. Paraffin sections were stained with routine H&E or subjected to immunohistochemistry using anti-Myosin (MF20; Developmental Studies Hybridoma Bank, 1:20 dilution) and anti-UCP1 (ab10983; Abcam, 1:400 dilution) antibodies^19^.

### Cell culture and differentiation assays

Primary brown preadipocytes were isolated from interscapular BAT of newborn *Brd4* ^f/f^, *Brd4* ^f/f #2^;Cre-ER and immortalized by infecting retroviruses expressing SV40T^38^. Adipogenesis of immortalized brown preadipocytes was induced with DMEM supplemented with 10% fetal bovine serum (FBS), 0.02 μM insulin, 1 nM T3, 0.5 mM IBMX, 2 μg ml^−1^ DEX, and 0.125 mM indomethacin for 2 days^39^. After this period, the culture medium was supplemented with FBS, insulin, and T3 only. 3T3-L1 cells were from Daniel Lane.

C2C12 myoblasts were purchased from ATCC and cultured in growth medium of DMEM containing 15% FBS. Myogenesis was induced by replacing growth medium to DMEM containing 2% horse serum when cells were ~70% confluent. Before changing the medium, cells were washed with plain DMEM twice.

### qRT-PCR

Total RNA was extracted using TRIzol (Invitrogen) and reverse transcribed using ProtoScript II first-strand cDNA synthesis kit (NEB), following manufacturer’s instructions. qRT-PCR of *Brd4* exon 3 was done using SYBR green primers: forward 5′-CCCAGAGACCTCCAACCCTAA-3′ and reverse 5′-AACTGGTGTTTCCATAGTGTCTTGAG-3′. qRT-PCR of Brd4 exon 5 was done using the primers: forward 5′-TGACATCGTCTTAATGGCAGAAG-3′ and reverse 5′-CCTTTTGCCTGGACTATCATGAT-3′.

### ChIP-Seq and RNA-Seq

For ChIP-Seq analysis, formaldehyde was added directly to cell culture medium to a final concentration of 2%. After 10 min of incubation at room temperature, glycine was added to a concentration of 125 mM to quench crosslinking reaction. Approximately 2 × 10^7^ cells were washed with 20 ml cold PBS in culture dish twice and scraped off in 10 ml Farnham lysis buffer (5 mM PIPES, pH 8.0, 85 mM KCl, 0.5% NP-40, supplemented with protease inhibitors), then pelleted by centrifugation at 3000×*g* for 5 min at 4 °C. Cell pellet was resuspended in 10 ml lysis buffer and pelleted again to remove cytosolic proteins. Resulting nuclear pellet was sonicated in 2 ml TE buffer (10 mM Tris-Cl, pH 8.0, 1 mM EDTA, supplemented with protease inhibitors) to achieve DNA fragments of 200–500 bp. Detergents were added to digested chromatin fractions to make 1× RIPA buffer (10 mM Tris-Cl, pH 7.6, 1 mM EDTA, 0.1% SDS, 0.1% sodium deoxycholate, 1% triton X-100). After centrifugation, supernatant was collected in a new tube. For each ChIP, 8–10 μg antibodies were pre-incubated with 50 μl Dynabeads Protein A (Life Technologies) in 1 ml PBS overnight at 4 °C under gentle rotation. Next day, 1 ml chromatin from 1 × 10^7^ cells was mixed with antibody-beads complex and incubated overnight at 4 °C with gentle rotation. Chromatin immunoprecipitates were washed twice with 1 ml RIPA buffer, twice with 1 ml RIPA containing 300 mM NaCl, twice with 1 ml LiCl buffer (50 mM Tris-Cl, pH 7.5, 250 mM LiCl, 0.5% NP-40, 0.5% sodium deoxycholate), and twice with 1 ml TE buffer. Samples were reverse-crosslinked in 100 μl elution buffer (1% SDS, 0.1 M NaHCO3, and 100 μg proteinase K) overnight at 65 °C. DNA was purified by QIAquick PCR Purification Kit (QIAGEN) and quantified using Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific)^19,24^.

For RNA-Seq, mRNAs were purified using Dynabeads mRNA Purification Kit (Invitrogen), and then they were used to synthesize double-stranded cDNAs using SuperScript Double-Stranded cDNA Synthesis Kit (Invitrogen). Sequencing libraries were constructed using NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB). All ChIP-Seq and RNA-Seq samples were sequenced on the Illumina HiSeq 2500.

### Computational analysis

To identify Brd4 binding regions, we used ‘SICER’ method with a window size of 50 bp and a gap size of 50 bp^40^. To eliminate non-specific binding of Brd4 antibody, we compared Brd4 ChIP-Seq data from *Brd4* KO cells with that from two biological replicates of control (Pparγ^f/f^) cells^24^, and kept only the identified Brd4 binding regions with enrichment level significantly higher in control cells than in the *Brd4* KO cells, with an estimated false discovery rate (FDR) of <10^−3^. Then, we chose only the overlapping Brd4 binding regions from two biological replicates. For Brd4 ChIP-Seq data in *Mll3* ^−/−^ *Mll4* ^f/f^ cells, an FDR of <10^−10^ was used to find the high-confidence ChIP-enriched regions. Other published ChIP-Seq data sets were downloaded (GSE74189, GSE50466, and GSE44824)^19,24,41^.

For motif analysis of Brd4 binding regions (Fig. 4a), we used SeqPos motif tool in Galaxy Cistrome (http://cistrome.org/ap/root)^42^. The algorithm used in this motif tool is previously described in detail^43^. We selected the top 3000 Brd4 binding regions to screen enriched TF motifs at each time point.

### Data availability

All data sets described in the paper have been deposited in NCBI Gene Expression Omnibus under accession number GSE99101.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Brd4 binds to active enhancers to control cell identity gene induction in adipogenesis and myogenesis
**Source:** Nat Commun. 2017 Dec 20;8:2217. doi: 10.1038/s41467-017-02403-5
**Supplement:** Supplementary file 1 — Supplementary Information

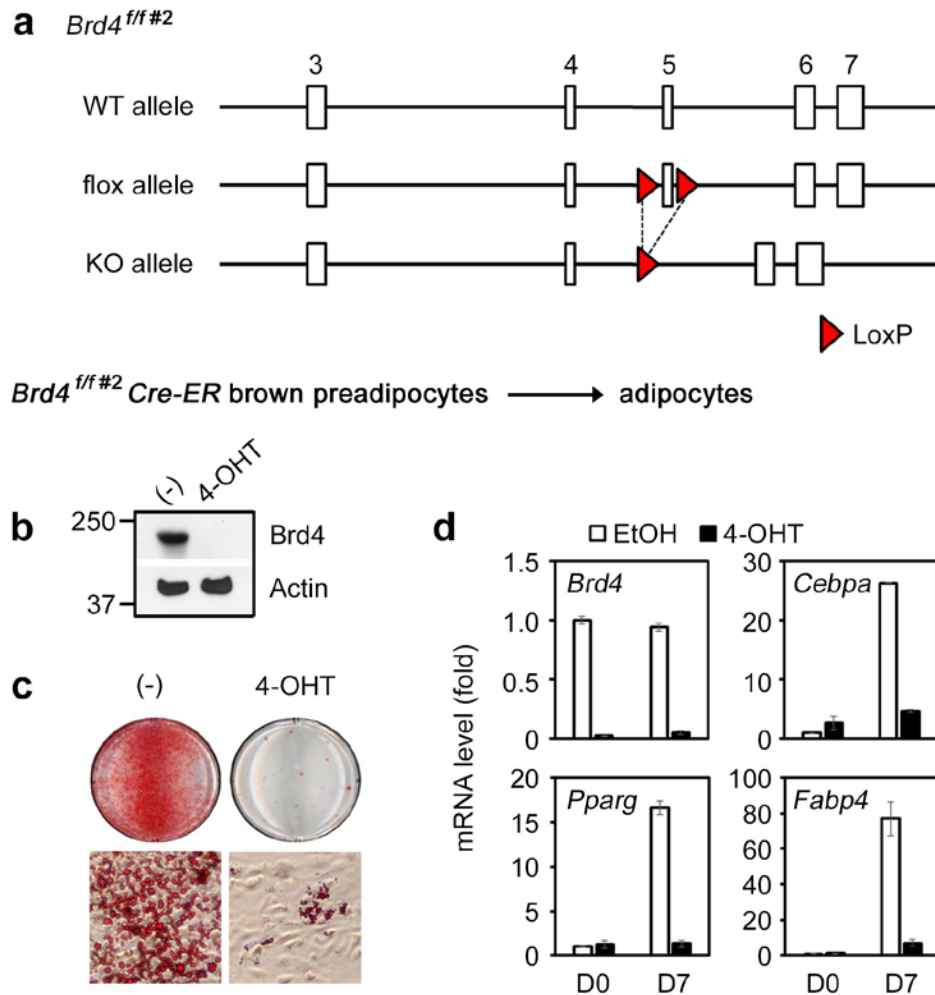

Supplementary Figure 1. Confirming the essential role of Brd4 in adipogenesis using cells derived from the second *Brd4* conditional KO mouse strain.

(a) Schematic representation of wild-type (WT), KO, and conditional KO (flox) alleles in the second *Brd4* conditional KO mouse strain *Brd4*^{f/f #2}. In the flox allele, exon 5 was flanked by two loxP sites.

(b – d) Immortalized *Brd4*^{f/f #2}; Cre-ER brown preadipocytes were treated with 4-hydroxytamoxifen (4-OHT) to induce the deletion of exon 5 of *Brd4* gene, followed by adipogenesis assay. (b) Deletion of Brd4 was confirmed by Western blot analysis. Actin was used as a loading control. (c) Oil red O staining at D7 of adipogenesis. Upper panels, stained dishes; lower panels, representative fields under microscope. (d) qRT-PCR of *Brd4*, *Pparg*, *Cebpa* and *Fabp4* expression at indicated time points during adipogenesis. Quantitative PCR data are presented as means ± SD.

***Brd4*^{fl/fl} brown preadipocytes**

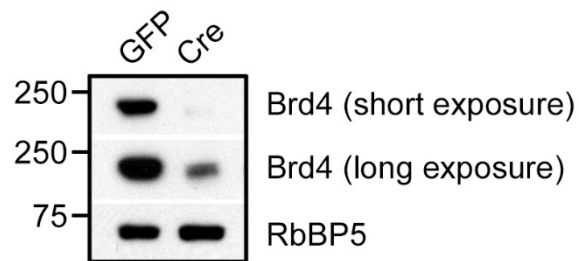

Supplementary Figure 2. Western blot of Brd4 in *Brd4*^{fl/fl} brown preadipocytes.

In cells derived from the first *Brd4* conditional KO mouse strain *Brd4*^{fl/fl}, exon 3 was flanked by two loxP sites (see Figure 1a). Cre-mediated deletion of exon3 presumably allows translation from a downstream alternative start site in exon 4 and produces low levels of truncated protein ($\Delta 1-104$ aa). Relative expression levels are shown by Western blot. The Brd4 (short exposure) and RbBP5 blots are also shown in Figure 2b.

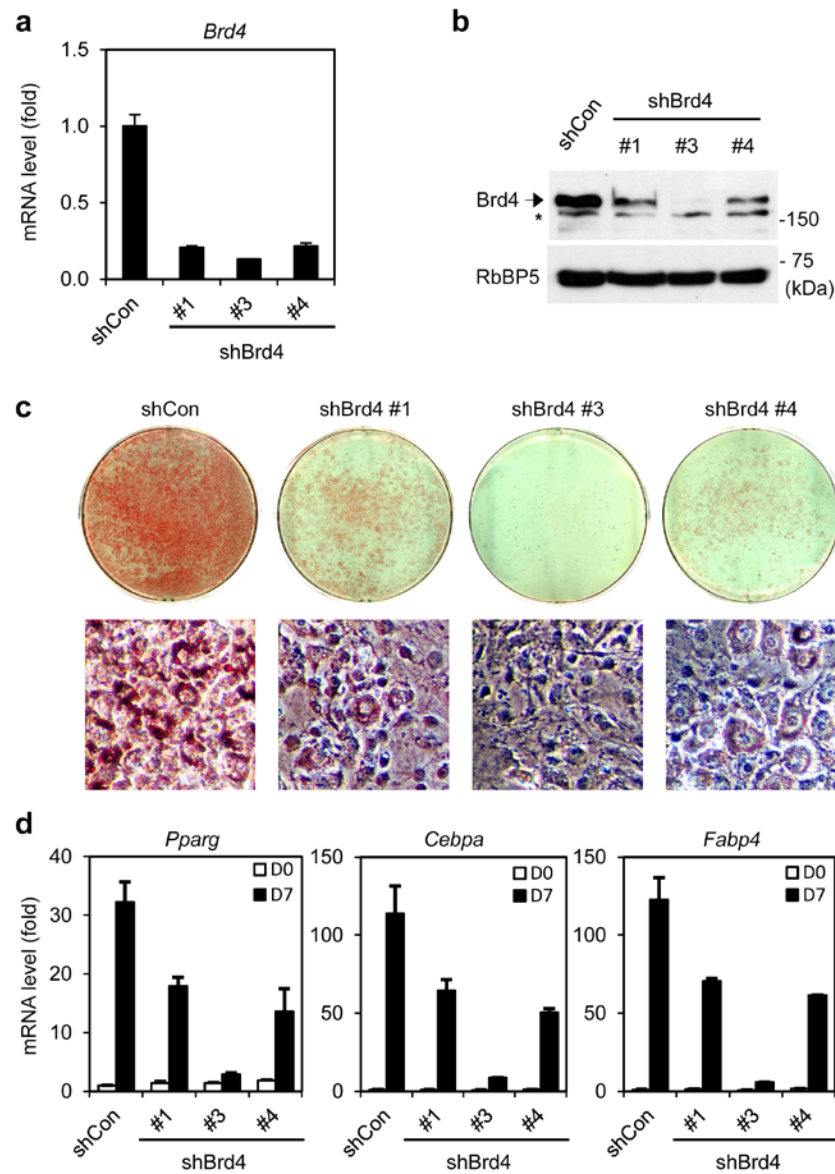

Supplementary Figure 3. Brd4 is required for 3T3-L1 adipogenesis.

3T3-L1 white preadipocytes were infected with lentivirus shRNAs targeting *Brd4* or control (Con) virus, followed by adipogenesis assay. (a) qRT-PCR confirmation of *Brd4* knockdown efficiency before adipogenesis. (b) Western blot analysis of Brd4 before adipogenesis. The asterisk indicates a non-specific band. (c) Oil red O staining at D7 of adipogenesis. (d) qRT-PCR of *Pparg*, *Cebpa* and *Fabp4* expression before (D0) and after (D7) adipogenesis. Quantitative PCR data are presented as means $\pm$ SD.

C2C12 myogenesis

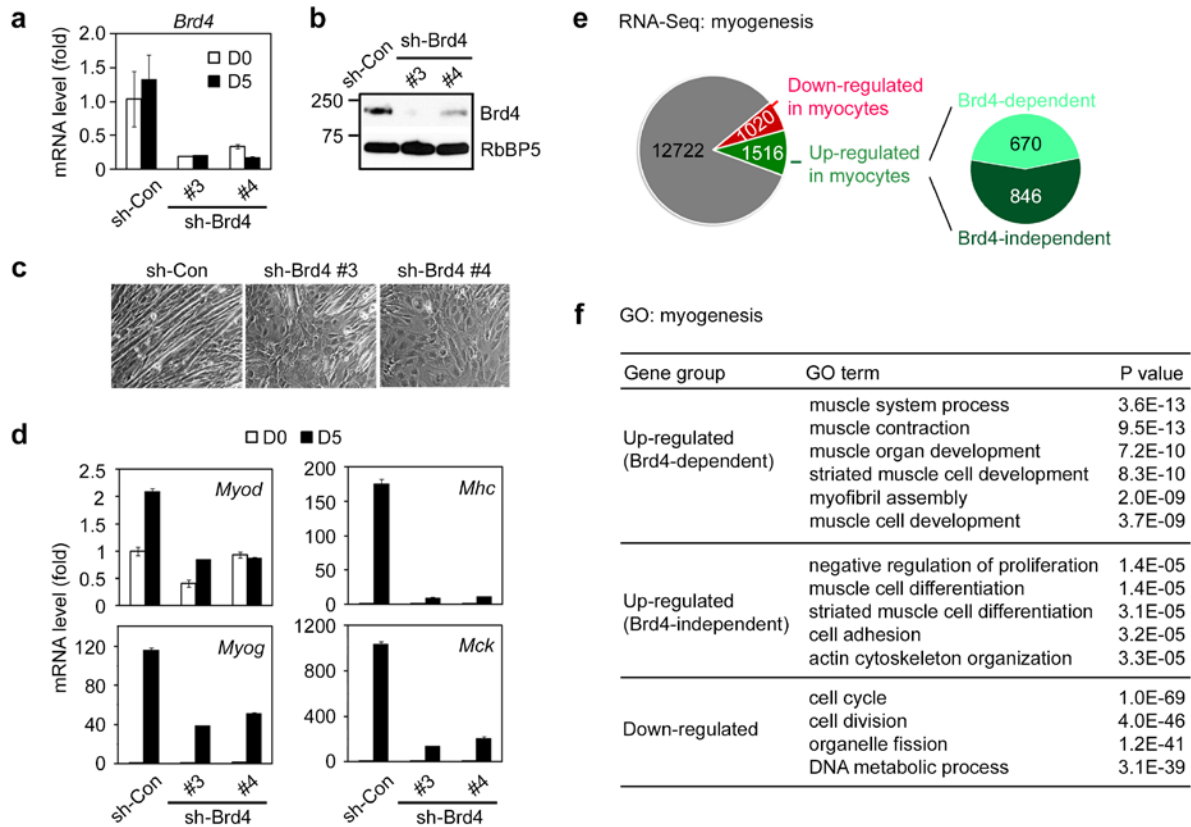

Supplementary Figure 4. Brd4 controls cell identity gene induction during myogenesis.

(a–d) Knockdown of *Brd4* inhibits myogenesis of C2C12 myoblasts. C2C12 cells were infected with lentivirus shRNAs targeting *Brd4* or control (Con) virus, followed by myogenesis assay. (a) qRT-PCR confirmation of *Brd4* knockdown efficiency before and after myogenesis. (b) Western blot analysis of *Brd4* before myogenesis. (c) Cell morphology under microscope at D5 of myogenesis. (d) qRT-PCR analysis of myogenesis markers *Myod*, *Myog*, *Mhc*, and *Mck* expression before (D0) and after (D5) myogenesis. (e–f) *Brd4* is required for induction of cell identity genes during myogenesis. (e) Schematic of identification of Brd4-dependent and -independent up-regulated genes during C2C12 myogenesis. The cut-off for up- or down-regulation is 2.5-fold. 

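In shCon cells, contractile genes stood higher and cell cycle genes lower at D5 than at D0. *Myh3*, embryonic myosin heavy chain, stood 95.9-fold higher at D5 (95% interval 81.1–114), *Hrc*, a calcium-binding protein of the sarcoplasmic reticulum, 213-fold (91.2–659), and *Mymk*, which fuses myoblasts, 54.2-fold (42.2–70.9). *Cox8b*, a muscle cytochrome oxidase subunit, had 0 reads at D0 and 66 at D5 (at least 20.4-fold higher). *Cdkn1a*, which stops division, was 6.92-fold higher (6.51–7.36). Of 30 cell cycle genes, 29 were at least 2.5-fold lower (median log2 change −1.95), with *Tk1*, for thymidine kinase, 6.54-fold and *Mcm5*, of the replication helicase, 5.82-fold lower.

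Of 12292 genes, 1045 (8.50%) were at least 2.5-fold higher at D5, 805 (6.55%) lower and 10442 neither. Of the 1045, 477 (45.6%) were Brd4-dependent at 1.5-fold and 568 were not. If unrelated, induction and lower level in shBrd4 cells would share 87.3 genes, and simulated libraries without an effect of the hairpin gave a mean of 86.9 (58–105). The simulation holds counting error only, not differences between cultures. Far below shCon at D5, besides the myosin gene *Myh4* and the calcium store gene *Casq1*, were *Dhrs7c*, a reductase of muscle (10.9-fold, 5.54–24.4), *Hephl1*, a copper oxidase (7.67-fold), *Padi2*, which citrullinates proteins (6.87-fold), and *Hspb7*, a muscle chaperone (6.68-fold). Above shCon stood *Fbln7*, a matrix protein (7.65-fold, 5.00–12.2), and *Dhrs3*, which lowers retinal (5.80-fold).

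Turned around, 98 of 800 genes higher at D5 in shBrd4 cells were at least 1.5-fold lower in shCon cells (470 of 1423 with no expression filter). Before differentiation 1789 genes were at least 1.5-fold lower and 1957 higher in shBrd4 cells (3275 and 3499 with no expression filter). The shBrd4 library at D0 is the shallowest, and no simulation was made for this pair. How many of these genes counting error alone would give is therefore not known. Lower at D0 were *Chrnd*, a subunit of the acetylcholine receptor (7.84-fold, 4.57–14.6), *Tnnt2*, a troponin (5.02-fold), and 20 of 30 cell cycle genes such as *Aurka*, a mitotic kinase (2.75-fold). Of the 477 dependent genes, 189 were already lower at D0, and 297 also met 1.5-fold by the ratio of the inductions. Of the 1045 genes, 565 were at least 2.5-fold higher at D5 in shBrd4 cells too. The dependent count was 804 with no expression filter, 308 with 1 RPKM added, and 183 at the 2.5-fold dependency cutoff used for the preadipocytes.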

The cut-off for Brd4-dependency is 1.5-fold. (f) Gene ontology (GO) analysis of gene groups defined in (e). Quantitative PCR data are presented as means $\pm$ SD.

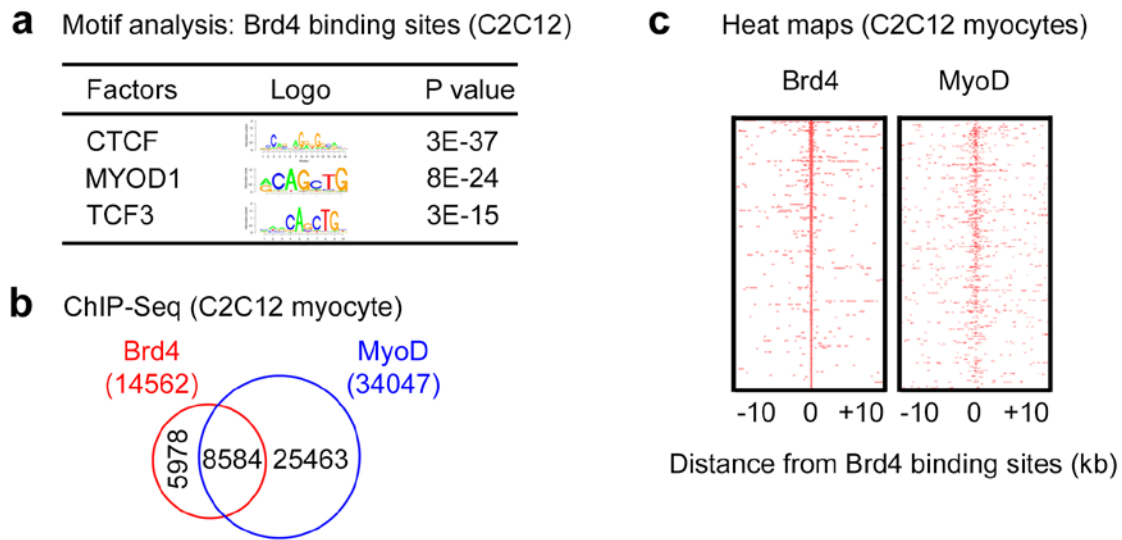

Supplementary Figure 5. Genomic co-localization of Brd4 with myogenic TF MyoD in myocytes.

A published ChIP-Seq data set for MyoD in C2C12 cells was used (GSE44824) ¹.

(a) Motif analysis of Brd4 binding regions in C2C12 myocytes. (b) Venn diagram and (c) heat maps of genomic co-localization of Brd4 with MyoD in C2C12 myocytes.

a Motif analysis: Brd4⁺ AEs

Factors	P value		
	D0	D2	D7
JUN	3E-62		
JDP2	6E-51		
JUND	3E-27		
TCF3	2E-19		
HLF		3E-34	
GR		1E-15	
C/EBP α		<1E-307	2E-219
C/EBP β		1E-307	1E-224
ATF4		8E-82	9E-72
NFIC		3E-53	2E-80
DBP		3E-50	2E-24
PPAR γ		1E-40	2E-52
EBF1		3E-40	1E-40
PPAR α			8E-43
ZFX			1E-26
E2F4			1E-17
CREB1			1E-16
TBX3			3E-16

b ChIP-Seq (D2 AEs)

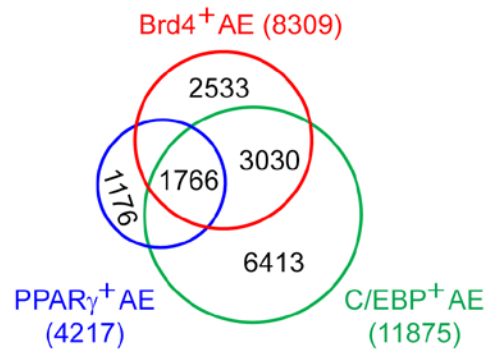

c Heat maps (D2)

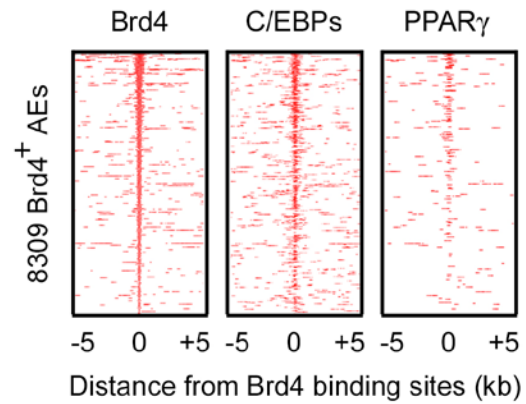

Supplementary Figure 6. Brd4 colocalizes with adipogenic TFs on active enhancers during adipogenesis.

(a) Motif analysis of Brd4⁺ active enhancers during adipogenesis. Top 3,000 Brd4 binding regions on active enhancers were used for motif analysis. Only TFs that are expressed at the indicated cell stages are shown. (b–c) Venn diagram (b) and heat maps (c) of Brd4, C/EBPs (C/EBP α or β) and PPAR γ on active enhancers at D2 of adipogenesis.

Figure 2 and Supplementary Figure 2

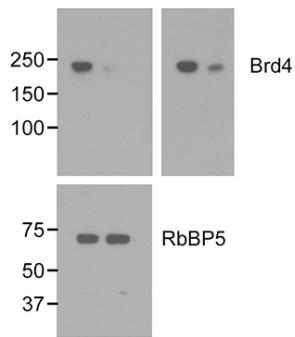

Figure 3

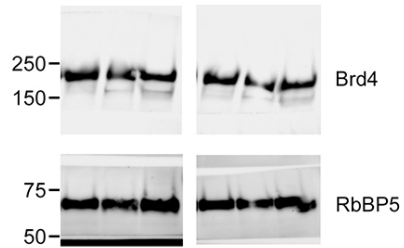

Figure 5

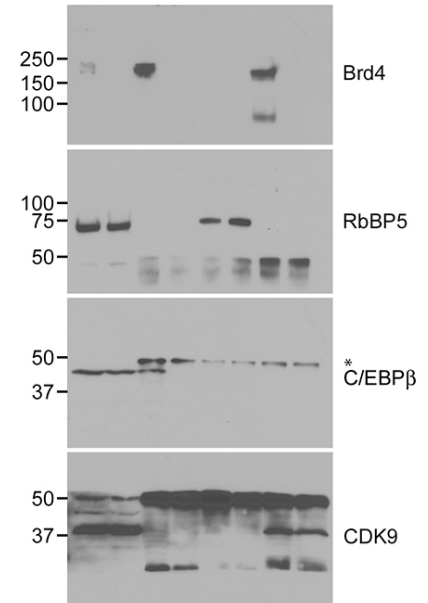

Figure 6

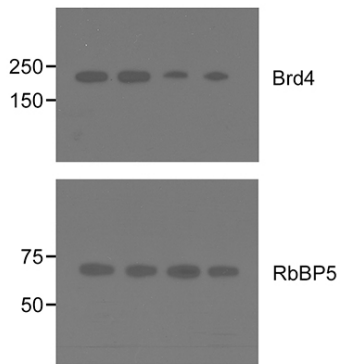

Figure 8

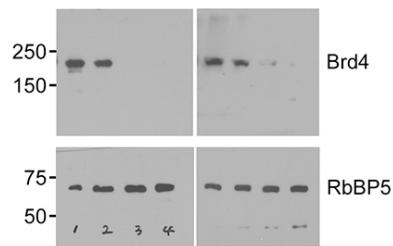

Supplementary Figure 1

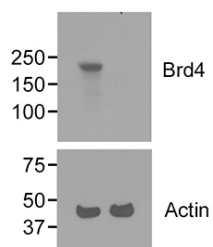

Supplementary Figure 3

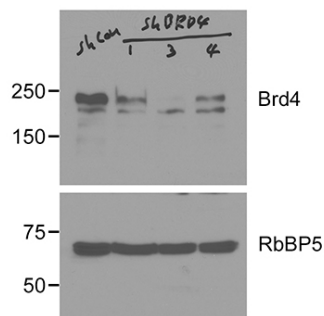

Supplementary Figure 4

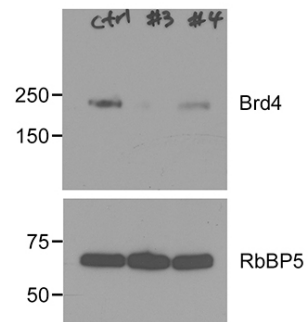

Supplementary Figure 7. Uncropped blots

Supplementary References

- 1 Marinov, G. K., Kundaje, A., Park, P. J. & Wold, B. J. Large-scale quality analysis of published ChIP-seq data. *G3* **4**, 209-223, doi:10.1534/g3.113.008680 (2014).

How the deposited data were processed for this re-analysis (not part of the article)

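RNA-Seq was read for 10 libraries of mouse cells, 1 per condition: immortalized brown preadipocytes infected with adenoviral GFP (WT) or Cre (KO) at D0, D2 and D7, and C2C12 cells with a control (shCon) or Brd4 (shBrd4) hairpin at D0 and D5. The chromatin libraries and their inputs came without processed files and were not analysed here. Growth text in the records of the C2C12 libraries is that of the preadipocytes, and the conditions in the paper's methods were used.

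The authors' processing notes state that base calls came from CASAVA 1.8.2 and that reads were aligned to mouse genome mm9; SICER is named there for the chromatin data. For each of 29082 RefSeq transcripts (26103 coding, 2979 non-coding) the authors deposited a count of reads, a whole number. They also deposited an RPKM value, that count divided by the transcript length and by the read total of the library. The totals were recovered from the pairs of values, and all 206730 pairs gave whole transcript lengths within 0.001. The totals ran from 7957174 to 13910637 in preadipocytes and from 3684157 to 7856098 in C2C12 cells. How reads that fit several places were counted is not stated. Genes with many near-copies in the genome had few reads, *Gapdh* and *Ppia* among them, and members of close families such as the myosins share sequence. The libraries carry no strand information, so overlapping genes on opposite strands share reads.

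Symbols came from a newer RefSeq annotation, used for names only. A symbol was found for 28436 transcripts (97.8%), and the 646 without held 1.55% of reads and were kept under their own names. Of the genes, 3760 had several transcripts, and the transcript with most reads over all libraries was used, giving 23109 genes. A gene entered a comparison if it reached 1 RPKM in any of the 4 libraries of its system (D0 and the later day, both genotypes). Changes were differences of log2(RPKM + 0.1). Up and down meant at least 2.5-fold, and Brd4 dependency meant at least 2.5-fold (preadipocytes) or 1.5-fold (C2C12) between the later control and deficient libraries.

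With 1 library per condition no test across replicates could be made. Ratios carry exact Clopper-Pearson 95% intervals from the pair of read counts, which cover counting error alone. A gene with no reads in a library was given a bound against 3 reads. At that floor, a transcript of 2 kilobases stands at 0.108 to 0.189 RPKM in preadipocytes and 0.191 to 0.407 RPKM in C2C12 libraries.

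Gene lists, 29 in number, were written from general knowledge before the processed files were seen: adipogenic transcription factors, triglyceride and droplet, lipolysis, lipogenesis, adipokines, brown fat, fatty acid oxidation, respiratory chain, glucocorticoid and cyclic AMP response, preadipocyte and matrix, adhesion, cell cycle, AP-1, BET family, enhancer machinery, interferon, p53 targets, housekeeping, myogenic transcription factors, sarcomere, excitation-contraction coupling, muscle energy metabolism, fusion, cell cycle exit, macrophage, endothelial, bone and cartilage, Schwann and neural, and smooth muscle. The median of a list was placed among 10000 random lists matched on expression in 20 bins. In simulation, 6 of 100 random lists fell under the 5th percentile. Because genes of a list vary together and there is a single pair of libraries, the percentile describes these libraries and is no p-value. Genes named singly were those the paper names, the 8 largest differences each way among genes at 5 RPKM or more, and the 4 members of each list with the largest changes. Members of a class or list of 5 or fewer genes, and the genes named as exceptions, were named after their values were seen.

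The procedure was tested on simulated libraries with known 2-fold, 4-fold and 8-fold changes. Of 1000 simulated intervals, 969 held the true ratio. The number of dependent genes was set against 100 simulated draws of Poisson counts with no difference between control and deficient cells. In these, both later libraries were drawn at the rate of their pooled reads and set against the control D0 library. The draws hold counting error only, not differences between cultures. On average 778 (D2), 1338 (D7) and 1082 (D5) genes were higher in them, against 632, 1097 and 1045 in the data. Alternatives were other added constants (0.01 and 1), no filter or 3 RPKM, trimmed mean and median of ratios scaling, 2-fold and 4-fold cutoffs, other readings of dependency and random lists without matching. Added after the values were seen were each transcript by itself, genes above 0 RPKM in a control library, thinning to equal reads and centring by transcript length. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.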

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

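The tests for macrophages in the culture and for a lower starting level of the muscle genes were chosen only after the result was seen. The other tests were written before.

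Several values drew attention because they come from D7 libraries that the article does not use. From D0 to D7, 1097 genes were at least 2.5-fold higher in WT cells, and 623 of these were at least 2.5-fold lower in KO cells at D7. In KO cells, 18 of 22 interferon response genes and 9 of 16 p53 targets were at least 2.5-fold above WT. The lipogenesis genes drew attention because their median log2 change from D0 to D7 was 2.49 in WT and −0.75 in KO cells. Within KO cells, only 4 of 18 were at least 2.5-fold lower at D7 than at D0, and 3 were higher. The difference between these medians was not tested.

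Before differentiation, 1295 genes already differed at least 2.5-fold between KO and WT cells. Counting noise is too small, since simulated pairs with no difference reached 128 genes at most, and a trend with transcript length is too, since 1279 genes remained after centring by length. Cultures that differed apart from Brd4 cannot be told apart from an effect of Brd4 loss: 279 of 743 genes lower in KO cells at D0 (37.6%) were lower at D2 and D7 as well, which either would give. Only further infected cultures would separate them.

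At D7, 27 interferon and p53 genes stood at least 2.5-fold higher in KO cells. Simulated pairs gave 0, centring by transcript length left 23, and of 9 macrophage markers only 1, *Cd14* (3.36 RPKM, 40 reads), reached 1 RPKM and 2.5-fold above WT, with *Cd74* at 2.66 RPKM against 1.54 RPKM in WT, while *Ptprc*, *Itgam*, *Tyrobp* and *Adgre1* had no reads. *Cd14* was also present in WT cells at D0 (2.30 RPKM), and no cell sorting was described. What raised these genes was not tested, and cells without floxed alleles given Cre virus would be needed to separate Brd4 loss from Cre.

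At D5, 58 muscle genes stood at least 1.5-fold lower in shBrd4 cells, against 4 at most in simulated pairs. A lower level at D0 may account for the excitation-contraction coupling genes, whose ratio of inductions stood at the 90.4th percentile of random lists (10.2 to 100.0 under other settings). A lower level at D0 falls short for the energy metabolism list taken by its median (0.09th percentile, 0 to 0.23 under other settings). At D0, 4 of its 12 genes were at least 1.5-fold lower and 4 higher. By the ratio of inductions 6 of the 12 were at least 1.5-fold lower, against 10 by their D5 levels. For a gene with no reads in shCon cells at D0, such as *Cox8b*, the ratio cannot show a lower start. For the sarcomere list (0.77th percentile) the starting level and an effect on induction cannot be told apart, since other settings gave 0 to 47.1, a rule set after the value was seen. Of 46 sarcomere genes, 27 were lower at D0 and 32 at D5.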

How the results depend on the processing

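Of 242 counts followed under alternatives (the D7 reverse counts and the reverse and D0 counts at other dependency cutoffs are further to these), 185 stayed within 1.5 times the reported count and 57 did not. No gene past its cutoff changed direction. Of the lists beyond the 1st or 99th percentile, only bone and cartilage at D5 did, with a median of 0.04 instead of −0.54 without a filter. That list lay near the 1st percentile (0.75 or 1.09 by random draw). Direction was not judged for lists between these percentiles, some of which turned, as given below. Alternatives that change the added constant, the filter, a cutoff or the meaning of dependency move the counts by construction. No paired analysis was possible because each condition has 1 library. Each transcript by itself, genes above 0 RPKM in a control library, thinning and centring by length were added after the values were seen. Depth limits genes near 1 RPKM and the shBrd4 D0 library most. Of 858 values for single genes, 129 left the counting interval of the reported ratio, and of 701 for lists, 42 crossed the 1st or 99th percentile; the cause was not tested.

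Counts below, D0 counts under the D2 and D5 filters, are in the order higher, lower, dependent, reverse selection (higher in deficient cells and lower in control), then lower and higher at D0, where they moved. Adding 1 RPKM: D2, 364, 386, 171, 30, 424 and 214; D7, 658, 181 and reverse 277; D5, 680, 512, 308 and 57. No filter: D2, reverse 209 and higher at D0 886; D7, reverse 710; D5, higher 1571, dependent 804, reverse 470, D0 3275 and 3499. Filter at 3 RPKM: D2, lower 494, reverse 48, higher at D0 305; D7, lower 288; D5, dependent 300, reverse 44. Cutoffs of 2-fold: D2, 1006, 1190, 423, 189 and higher at D0 849; D7, lower 875, reverse 718; D5, lower 1260, dependent 302, D0 738 and 805. Cutoffs of 4-fold: D2, 343, 359, 157, 43, 461 and 250; D7, 631, 153, 403 and reverse 247; D5, 609, 348, 82, 46, 214 and 174. Dependency as no 2.5-fold induction in KO cells: D2, 444. Dependency at 1.5-fold: D2, reverse 163, D0 1905 and 2067. Dependency at 2.5-fold: D5, 183, reverse 56, D0 455 and 464. Above 0 RPKM in a control library: D5, higher 1571, dependent 804, reverse 233, lower at D0 3275. Random lists without matching put 2 lists above the 99th percentile for KO against WT at D2 in place of 1; the cause was not tested.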

Differences from the paper's values

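Values read by eye from figures were set against ratios from these libraries, and the figures are qRT-PCR while the libraries are RNA-Seq. For *Cebpa* at D2, Fig. 2e gives a ratio of KO to WT of about 0.32, against 0.162 here. For C2C12 cells, Supplementary Fig. 4a gives ratios of shBrd4 to shCon for Brd4 of about 0.18 and about 0.33 at D0 for the hairpins numbered 3 and 4, against 0.255, and of about 0.15 and about 0.13 at D5, against 0.536, so only the libraries have the larger ratio at D5. Supplementary Fig. 4d gives, for the same hairpins, about 0.40 and about 0.41 for *Myod1* (0.798 here), about 0.33 and about 0.42 for *Myog* (1.07 here, the other direction) and about 0.14 and about 0.20 for *Ckm* (0.354 here). Other added constants and both scalings left each of the differences at D2 and D5 in place. Which hairpin was sequenced is not stated, so neither figure column can be chosen.

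The paper's counts at D2 are 816 up, 1045 down and 351 dependent of 16323 genes; those here are 632, 761 and 260 of 12547, within 1.5-fold. Without an expression filter the counts were 854, 1117 and 365 of 17241. The alternatives nearest the paper, chosen after seeing these values, were genes above 0 RPKM in a control library (854, 1117 and 365 of 16319) and each transcript by itself (804, 1024 and 334 of 16769). For D5, Supplementary Fig. 4e gives about 1500 up, about 1000 down and about 670 dependent, against 1045, 805 and 477 here, and 1571, 1163 and 804 with no filter.

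The paper states that only Brd4-dependent genes were strongly associated with fat cell differentiation and lipid metabolism. Among adipogenic transcription factors higher at D2, 5 of 10 were independent by the cutoffs used, whereas 15 of 17 triglyceride and droplet genes, 5 of 6 lipolysis genes and 3 of 3 lipogenesis genes were dependent, which goes with the statement for lipid metabolism. The ontology test behind the statement was not repeated.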

Other observations

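By D7, many fat cell genes stood high in WT cells and far lower in KO cells. In WT cells *Cfd*, which encodes adipsin, was 426-fold higher than at D0 (95% interval 231–889), *Car3*, a carbonic anhydrase of adipocytes, 372-fold, and *Gpd1* 340-fold. *Pparg* was at 70.9 RPKM in WT and 0.812 RPKM in KO cells (87.3-fold lower, 49.8–169), *Cebpa* was 14.0-fold lower and *Fabp4* 291-fold lower. *Scd1*, a fatty acid desaturase, was at 5682 and 33.6 RPKM. *Mrap*, a partner of the corticotropin receptor, had no reads in KO cells (at least 250.7-fold lower). *Ucp1*, the brown fat uncoupling protein, was at 2.27 RPKM in WT and had no reads in KO cells. Part of the program was nevertheless higher at D7 than at D0 within KO cells: 6 of 12 adipokines (median log2 change 1.29), 4 of 10 lipolysis genes (0.94), 7 of 20 adipogenic transcription factors (0.55) and 4 of 24 triglyceride and droplet genes (0.45). The higher level of *Pparg* at D2 in KO cells was not kept: the ratio of D7 to D0 was 1.48 (0.618–3.52).

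KO cells at D7 stood above WT cells in antiviral and p53 target genes, some of which were higher at D7 than at D0 in WT cells too (6 of 22 interferon genes, median 0.93, and 4 of 16 p53 targets, median 0.28). *Mx1*, an antiviral GTPase, was at 0.231 RPKM in WT and 24.6 RPKM in KO cells (107-fold, 48.8–293), and *Ifi44* 14.4-fold higher. *Mdm2*, which degrades p53, was 6.16-fold higher (5.68–6.70) and *Ccng1*, cyclin G1, 5.05-fold. The cells were SV40T-immortalized, and whether p53 itself acted on these genes was not tested. *Cdkn1a* did not reach 2.5-fold above WT cells at D7, but in KO cells was 5.32-fold above its own D0 level (3.29-fold in WT cells). *Hhip*, which binds hedgehog proteins, showed the largest ratio (372-fold, 145–1366). Brd4 itself was 1.53-fold higher over the whole transcript (1.42–1.65).

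Of 12949 genes, 1097 (8.47%) were higher and 454 (3.51%) lower at D7 than at D0 in WT cells. Of the 1097, 623 (56.8%) were dependent, against 101.2 if unrelated and 38.8 in simulation of counting error alone (27–60). Turned around, 463 of 887 genes higher at D7 in KO cells (52.2%) were at least 2.5-fold lower in WT cells. With trimmed mean scaling the shares were 60.8% and 46.3%, and with median of ratios scaling 60.5% and 46.7%. The median of all genes in KO over WT at D7 was 0.25 in log2. The D7 changes given here were not centred, so they include that shift. At least 2.5-fold lower in KO cells were 1194 genes and higher 1196; with trimmed mean scaling these were 1532 and 807. The median log2 ratio of KO to WT was −4.53 for adipokines (10 of 12 lower), −4.48 for lipolysis (9 of 10), −3.58 for triglyceride and droplet (22 of 24), −3.28 for lipogenesis (17 of 18), −3.10 for brown fat (14 of 21; −1.24 with 1 RPKM added), −1.22 for fatty acid oxidation (9 of 20), −0.66 for adipogenic transcription factors (6 of 20, with 4 higher) and −0.62 for the respiratory chain (5 of 22). Each of these was below the 1st percentile of random lists, as were preadipocyte and matrix genes (−0.58, 9 of 25 lower and 5 higher), cell cycle genes (−0.31, 2 of 30 lower), muscle energy metabolism (−1.14, 5 of 11) and fusion genes (−0.69, 2 of 7). Muscle energy metabolism (0.515) and fusion (0.59) lay near that percentile. Within KO cells 5 of 30 cell cycle genes were lower at D7 than at D0 (median −0.77), against 0 in WT cells (−0.32). Interferon genes (2.54), p53 targets (1.57) and AP-1 (0.88) stood above the 99th percentile of random lists. AP-1 was below that percentile with 1 RPKM added (98.5), with no filter (98.96), with a filter at 3 RPKM (98.6) and without matching of the random lists (98.8).

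The same WT and KO D0 libraries enter the D2 and D7 comparisons. Over 12401 genes, 359 were higher in WT at both days, of 576 and 794, against 36.9 if unrelated, and 216 were lower at both, against 26.9. Simulated libraries with no change and a shared D0 library gave 30.0 and 18.3 on average (42 and 30 at most), so a part of the overlap is of that kind. Of 230 genes dependent at D2, 148 were dependent at D7, against 4.13 on average and 9 at most in simulated libraries with a shared WT D0 library and no difference between genotypes, a simulation added after the overlap was seen. That simulation too holds counting error only. Of the same 230, 167 were lower in KO cells at D7 (17.8 if unrelated).

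Lists away from the main programs were measured as well. The BET list includes Brd4 itself. Its medians were 0.02 at D2 (−0.03 or −0.02 with scaling) and 0.45 at D7 (0.15 or 0.17 with scaling). None of its 4 measured genes passed 2.5-fold between KO and WT cells at D2 or D7. In C2C12 cells the median was −0.79 at D0, where 2 of 3 measured genes, the hairpin target Brd4 among them, were at least 1.5-fold lower. The enhancer machinery list had medians of 0.18 at D2 and 0.08 at D7, where scaling turned the direction (−0.20 and −0.21), and 0.04 at D5. Housekeeping genes had −0.14 at D2, 0.41 at D7 (0.12 or 0.14 with scaling) and 0.08 at D5. Adhesion genes had −0.29 at D2 and −0.36 at D7, p53 targets −0.03 at D2, and cell cycle exit genes −0.34 at D2. Smooth muscle markers had −2.75 at D0, −0.57 at D2 (2 of 6 lower) and −1.91 at D7. Myogenic factors in preadipocytes had 0.34 at D2. Interferon genes were lower in KO cells at D2 (−0.61) and higher in shBrd4 cells at D0 (1.25, 9 of 13).

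Markers of other cells were few. Of the macrophage list 3 genes were measured at D7 (median 0.76, 1 higher), of the endothelial list 2 (*Tek* higher), of the Schwann and neural list 3 (−0.13) and of bone and cartilage 6 (0.51, but −0.36 over 11 genes with no filter). Of the last, *Spp1*, osteopontin, was 7.73-fold and *Sox9* 2.71-fold higher in KO cells, and *Col2a1*, a cartilage collagen, was 5.65-fold and *Alpl*, alkaline phosphatase, 4.10-fold lower. Near the enhancers that the paper uses as negative controls (Fig. 7b), *Arid1a* was 1.05-fold lower and *Jak1* 1.38-fold higher in KO than in WT cells at D2. *Hlf*, a bZIP factor named in a figure of the paper, had 2 reads in shCon and 64 in shBrd4 cells at D5 (36.9-fold higher, 9.80–311). *Gapdh* (2.27 and 0.306 RPKM in WT and KO cells at D7) and *Ppia* had few reads, so they do not serve as a reference here.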
